# Autocrine insulin pathway signaling regulates actin dynamics in cell wound repair

**DOI:** 10.1371/journal.pgen.1009186

**Published:** 2020-12-11

**Authors:** Mitsutoshi Nakamura, Jeffrey M. Verboon, Tessa E. Allen, Maria Teresa Abreu-Blanco, Raymond Liu, Andrew N. M. Dominguez, Jeffrey J. Delrow, Susan M. Parkhurst

## Abstract

Cells are exposed to frequent mechanical and/or chemical stressors that can compromise the integrity of the plasma membrane and underlying cortical cytoskeleton. The molecular mechanisms driving the immediate repair response launched to restore the cell cortex and circumvent cell death are largely unknown. Using microarrays and drug-inhibition studies to assess gene expression, we find that initiation of cell wound repair in the *Drosophila* model is dependent on translation, whereas transcription is required for subsequent steps. We identified 253 genes whose expression is up-regulated (80) or down-regulated (173) in response to laser wounding. A subset of these genes were validated using RNAi knockdowns and exhibit aberrant actomyosin ring assembly and/or actin remodeling defects. Strikingly, we find that the canonical insulin signaling pathway controls actin dynamics through the actin regulators Girdin and Chickadee (profilin), and its disruption leads to abnormal wound repair. Our results provide new insight for understanding how cell wound repair proceeds in healthy individuals and those with diseases involving wound healing deficiencies.

## Author summary

Organisms are constantly subject to damage by physiological and environmental stresses at the cell, tissue, and organ levels. While organisms have robust repair systems to survive from such damage, the underlying molecular mechanisms for these different scales of repair are different. Using microarray analyses and pharmacological assays with the *Drosophila* model, we examined the requirements for transcription and translation during cell wound repair. We find that translation, rather than transcription, is needed for the initial steps of cell wound repair. Transcription is required for the later steps of the repair process. We have successfully identified and verified 80 up-regulated and 173 down-regulated genes, most of which are new players in cell wound repair. A number of these genes function to regulate cytoskeleton dynamics at different steps of cell repair process. Interestingly, a subset of these genes encode components of the insulin signaling pathway. While insulin signaling is required for tissue and organ wound repair, we find that a canonical insulin pathway is activated upon wounding in the repair of individual cells as well. Our results provide new insight for understanding how cell wound repair proceeds in healthy individuals and those with diseases involving wound healing deficiencies.

## Introduction

Numerous cell types in the body are subject to high levels of stress daily. These stresses—physiological and/or environmental—can cause ruptures in the plasma membrane and its underlying cytoskeleton, requiring a rapid repair program to avert further damage, prevent infection/death, and restore normal function [1–11]. Injuries to individual cells also occur as a result of accidents/trauma, clinical interventions, and disease conditions, including diabetes, skin blistering disorders, and muscular dystrophies, as well as in response to pore forming toxins secreted by pathogenic bacteria [12–17]. Repair of these cell cortex lesions can be particularly troublesome when occurring alongside these fragile cell disease states or in a non-renewing and/or irreplaceable cell type. Thus, the importance of cell cortex continuity and delineating the molecular mechanisms regulating cell wound repair is of considerable clinical relevance, and important for advancing our knowledge of the many critical cell behaviors and fundamental regulations underpinning normal biological events that are co-opted for this repair process.

Aspects of single cell wound repair dynamics have been studied in *Xenopus* oocytes, sea urchin eggs, Dictyostelium, mammalian tissue culture cells, and the genetically-amenable *Drosophila* syncytial embryo [2, 3, 18–24]. This repair is generally conserved among these organisms and occurs in four main phases (Fig 1A). In the first phase, the wound expands as the cell recognizes the membrane breach, releases resting membrane tension, and subsequently forms a membranous plug to neutralize any flux between the extracellular space and cytoplasm. Second, the cell constructs an actomyosin ring that underlies the plasma membrane at the wound edge. Third, the actomyosin ring translocates inward to draw the wound area closed. Mechanistic variations exist during this step wherein the actomyosin ring in some models translocates through actin treadmilling (actin simultaneously polymerizes at the inner edge and depolymerizes at the outer edge of the actin ring), while others use myosin II for sarcomere-like contraction (anti-parallel actin filaments are directed past each other in opposing directions) [3, 23–27]. In the final step of wound repair, the plasma membrane and the underlying cortical cytoskeleton are remodeled returning them to their pre-wounded composition and organization. The mechanisms deployed by the cell for this remodeling have not yet been delineated.

**Fig 1:**
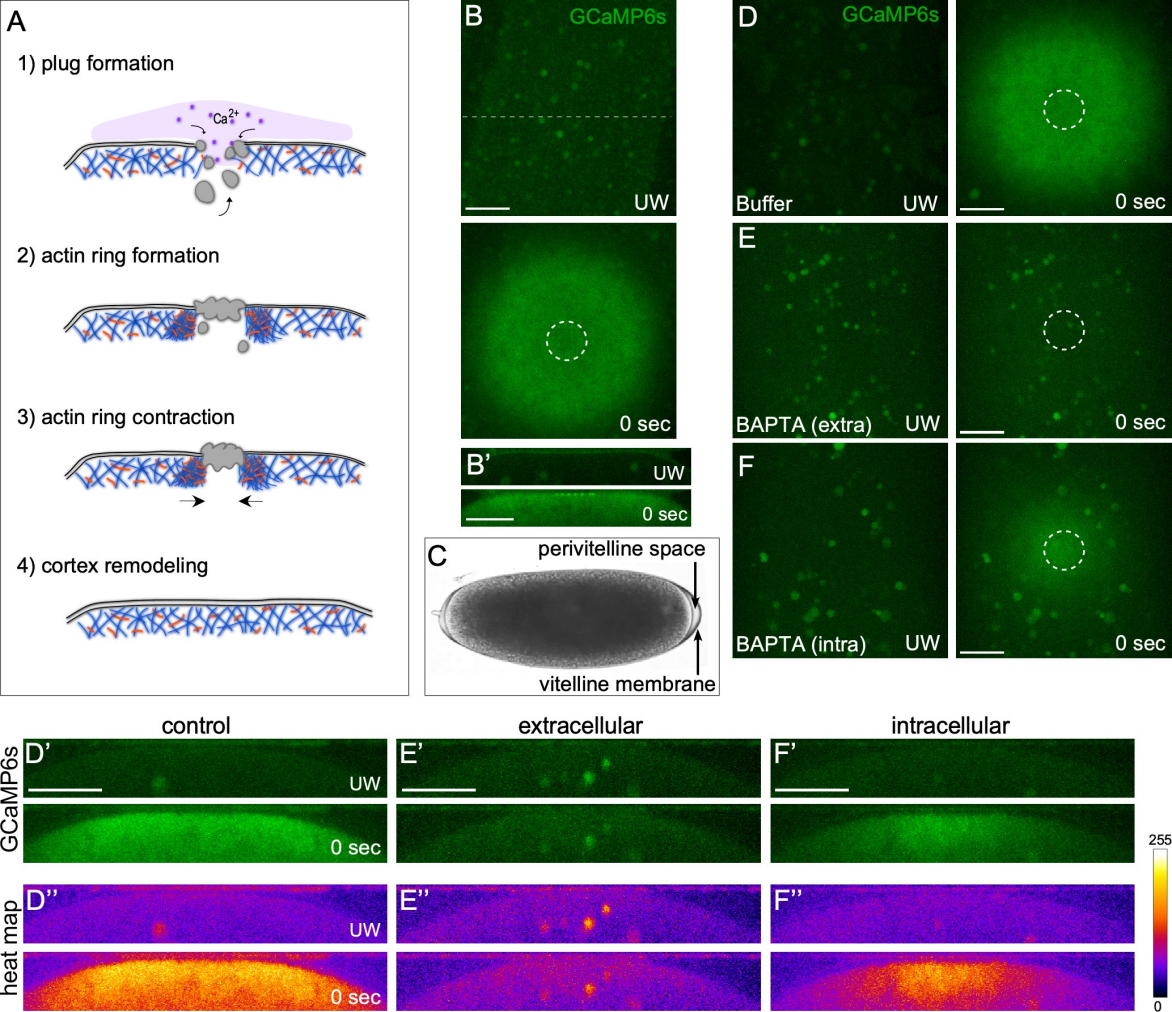
Both intracellular and extracellular calcium sources contribute to the robust calcium response observed upon wounding in the *Drosophila* cell wound model. (**A**) Schematic of the four major phases of cell wound repair. (**B-B’**) Confocal XY projections (B) and XZ projections (B’) of calcium dynamics using time-lapse spinning disk microscopy in unwounded (UW) and immediately after laser wounding (0 sec) in *Drosophila* NC4-6 embryos expressing the GCaMP6s calcium reporter. (**C**) Bright field image of *Drosophila* syncytial (NC4-6 stage) embryo showing the vitelline membrane and extracellular perivitelline space. (**D-F**) Confocal XY projections of calcium dynamics in unwounded (UW) and immediately after laser wounding (0 sec) in *Drosophila* NC4-6 embryos expressing GCaMP6s following buffer injection (D), extracellular BAPTA injection (E), and intracellular BAPTA injection (F). (**D’-F’**) Confocal XZ projections derived from a 10 pixel width across the wound area in the embryo shown (C-F), respectively. (**D”-F”**) Heat map depicting the intensity of the calcium response in the confocal XZ projections shown in (C-F), respectively. Scale bars: 20 μm.

Previous studies have shown that Ca^2+^ is required for the initiation of cell wound repair and serves as a messenger to trigger downstream processes such as transcription: release of internal and/or external Ca^2+^ stores activates a number of intracellular pathways resulting in an uptick of gene expression [28–31]. Studies carried out in rat embryos and cultured bovine aortic endothelial cells showed a rapid increase in expression of the Ca^2+^-responsive element containing c-Fos protein as a direct result of plasma membrane damage [28, 32, 33]. c-Fos, a component of Activator protein 1 (AP-1), serves as a transcription factor responsible for expressing a number of cytokines and growth factors required to drive the appropriate cellular responses necessary for epithelial (tissue) wound recovery [34–38].

Interestingly, though the *Drosophila* syncytial embryo functions under the developmental control of maternally-contributed mRNAs and proteins with minimal levels of zygotic transcription, it is still able to immediately recognize and repair breaches to its cortex. Here we show that translation, rather than transcription, is required for the initial stages of repair in this cell wound repair model. Although transcription does not serve as a “start” signal, disrupting transcription leads to impaired repair in subsequent steps of the process. Using microarrays to assess gene expression changes post-wounding, we have identified 253 genes with a potential role in cell wound repair, indicated by changes in their expression—either up or down—in response to laser wounding. A subset of these genes were analyzed using RNAi knockdowns to visualize spatio-temporal patterns that verified their involvement. Strikingly, we find that the canonical insulin signaling pathway is required for proper cell wound repair where it controls actin dynamics through the actin regulators Girdin (Hook-like protein family) and Chickadee (profilin). Thus, our study provides insight into the roles of transcription, translation, and insulin signaling in cell wound repair and provides new avenues for understanding how wound healing proceeds in healthy individuals and disease sufferers with wound healing impairments.

## Results

### Both intracellular and extracellular calcium stores are released upon wounding

The primary physiological cue for cell wound repair is thought to be entry of calcium into cells or release of internal calcium stores [1, 2, 5, 19, 39, 40]. This response is highly conserved among different cell wound repair models, but has not yet been examined with the *Drosophila* syncytial (nuclear cycle 4–6) embryo model. To determine if calcium influx occurs upon wounding, we wounded embryos expressing a constitutive calcium reporter (sqh-GCaMP6s) that is expressed under the control of the sqh promoter (see Methods) [41]. As expected, we observed a robust and immediate (<1 sec) response that spread 1–2 wound diameters from the cell cortex breach (Fig 1B-1B’; S1 Video).

The *Drosophila* model is somewhat unusual among cell wound repair models in that the syncytial embryo is enclosed in an impermeant vitelline membrane (Fig 1C). The space between the embryo plasma membrane and vitelline membrane (perivitelline space) contains extracellular matrix material and has been shown to contain 5 ± 0.3 mM calcium, compared to the internal embryo cytoplasm stores at ~90 nm calcium [42–44]. Importantly, our laser system allows us to wound the embryo without disrupting the enclosing vitelline membrane. To determine if the calcium response observed upon wounding is due to the external influx of calcium or the release of internal stores, we injected the specific calcium chelator, BAPTA, into either the perivitelline space (extracellular) or inside the embryo (intracellular) to deplete calcium. We then performed time-lapse imaging of calcium dynamics following laser wounding (see Methods) (Fig 1D-1F”; S1 Video). Interestingly, we find that both sources of calcium contribute to the calcium response upon wounding: inhibition of the extracellular calcium influx allowed only a small response from internal calium release over the same area as the wildtype calcium response (Fig 1E-1E”), whereas inhibition of the intracellular calcium release led to a weaker response centered on the region of the cell cortex breach (Fig 1F-1F”).

### Assessment of transcriptional contribution to cell wound repair

To investigate the role of transcription in cell wound repair using the *Drosophila* syncytial (nuclear cycle 4–6) embryo model, we performed a microarray screen on full-length cDNA arrays to compare changes of gene expression between laser wounded and non-wounded states at two time points: immediately after wounding (0–5 minutes post-wounding (mpw)) and at the end of the repair process (~30 mpw) (Fig 2A). 

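For the immediate timepoint, total RNA from laser wounded embryos and from embryos left unwounded was labelled with Cy3 and Cy5 and hybridised together on FHCRC Fly 12k arrays of spotted cDNA clones. There were 4 arrays, named experiments 3, 4, 7 and 8 in the sample labels, and the methods call them independent replicates. Each array took 30 ug of RNA per condition, and Fig 2A draws pools of 1000 embryos. Embryos were wounded 8 times each or not at all. The labels describe embryos of 0 to 1 h, whereas the paper's general section on embryo handling, not that on the arrays, gives a collection of 30 min. By the labels, the wounded sample carried Cy3 in experiments 3, 7 and 8 and Cy5 in experiment 4, the dye swap. Fig 2A draws the wounded sample with Cy5, which only experiment 4 follows. The authors scanned the arrays, took the log2 ratio of both channels at each spot and normalized it within each array by loess in limma. The values are 1 log2 ratio per probe and array, and they carry no intensities. Whether they are Cy5 over Cy3 or wounded over unwounded is not given in the sources used here. A comparison with Fig 2B did not settle this, so sizes and counts are reported with no direction. They are given with experiment 4 turned against the others, as for Cy5 over Cy3, unless stated to be with experiment 4 not turned. A sign given for a single array is that of the deposited ratio. The medians of the 4 arrays lay between -0.0299 and 0.0054 on the log2 scale. The standard deviation over all spots was 0.391 in experiment 3, 0.282 in experiment 4, 0.326 in experiment 7 and 0.282 in experiment 8. The methods removed dim and questionable spots before the test. Whether the values used here are from before or after that removal is not known, and it cannot be repeated without intensities. A value on all 4 arrays was present for 98.4% of 11984 probes and for 10.9% of 128 control spots of plant genes, which should be dim. Control spots were left out, and 11848 probes with a value on at least 3 arrays were tested with limma, with Benjamini-Hochberg adjustment and the study's limits of a false discovery rate of 5% and an absolute log2 ratio of 0.585. The number of arrays limits the precision.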

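None of the 11848 probes tested at the immediate timepoint passed the study's threshold in limma, with experiment 4 turned or not. None of 15 gene lists passed limma camera with experiment 4 turned, and 4 did with experiment 4 not turned, none of them with an estimated correlation. With experiment 4 turned, the 10 probes with the smallest p included single clones of Tmtc2, of Pld, which encodes phospholipase D, of Yp1, a yolk protein gene, and of Mbs, which encodes the myosin binding subunit of myosin phosphatase. The clone of Tmtc2 had a mean log2 ratio of 1.03 in size (SD 0.114, n = 4 arrays, limma adjusted p = 0.0553) and that of Pld one of 0.96 (SD 0.143, n = 4 arrays, limma adjusted p = 0.0886). These means were 0.52 and 0.48 in size with experiment 4 not turned (limma adjusted p = 0.997 for both). For Yp1 and Mbs, another spot of the same gene did not share the value of the listed one. Clone RH64745 of Yp1 had a mean of 1.22 in size on 3 arrays (0.31 with experiment 4 not turned), and its second printing, RH64745_ReAmp, one of 0.07. Clone RH58075 of Mbs had a mean of 1.63 in size (1.18 with experiment 4 not turned), and GM02173, another clone of Mbs, one of 0.03. Averaged over its clones, Mbs was the 1 member of 44 measured genes of the actin cytoskeleton that passed when adjusted over the list alone, and it did not pass over all genes (limma adjusted p = 0.725). With experiment 4 not turned, 0 members passed over the list alone (limma p of Mbs adjusted over the list 0.713). The list had a mean of 0.0479 in size (limma camera adjusted p = 0.716), and of 0.0154 with experiment 4 not turned.
The genes of Table 1, which the study chose on other arrays at 30 min, differed strongly between the 0 min arrays. The 16 genes listed there as up-regulated had a mean deposited log2 ratio of -0.87 in experiment 7, with 0 of 16 above 0, and of 0.63 in experiment 8, with 16 of 16 above 0. Both arrays have the same dyes. The 15 measured genes listed as down-regulated had means of 0.77 and -0.63 on those arrays. ImpL2, a secreted inhibitor of insulin signalling, had ratios of -1.53 in experiment 7 and 0.85 in experiment 8. Thor, the 4E-BP translational repressor, had ratios of -0.90 and 0.36 on these arrays. In experiments 3 and 4, ImpL2 had ratios of 0.414 and 0.725 and Thor of 0.881 and 1.46. Among the genes listed as down-regulated, GstD1, a glutathione S-transferase, had ratios of 0.82 and -0.72 in experiments 7 and 8. For exu, a maternal gene of mRNA localization, they were 0.68 and -0.68. In experiments 3 and 4, GstD1 had ratios of 0.467 and 0.436 and exu of 0.633 and 0.462. Over all 4 arrays the means of both lists were 0.0964 and 0.114 in size, and 0.0534 and 0.174 with experiment 4 not turned. Single arrays moved them, with experiment 4 turned. Without experiment 8 they were 0.34 and 0.361 in size, and without experiment 7 both reversed, at 0.161 and 0.105. The mean of the down-regulated genes was 0.00868 in size without experiment 3. The 57 early zygotic genes had mean deposited ratios of -0.16, -0.13, -0.48 and 0.29 in experiments 3, 4, 7 and 8, the 31 genes of oxidative stress and detoxification 0.22, 0.36, 0.33 and -0.18, and the 21 genes of glycolysis 0.22, 0.25, 0.24 and -0.19. Without Prx6b and Prx6c, related peroxiredoxin genes with ratios of 3.25 and 3.23 in experiment 4, the mean of oxidative stress in experiment 4 was 0.16. Chosen after the data were seen, this left the list on the same side of the threshold with experiment 4 turned (limma camera adjusted p = 0.262) and not turned (4.45e-05, and 0.988 with an estimated correlation).

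**Figure D1:**
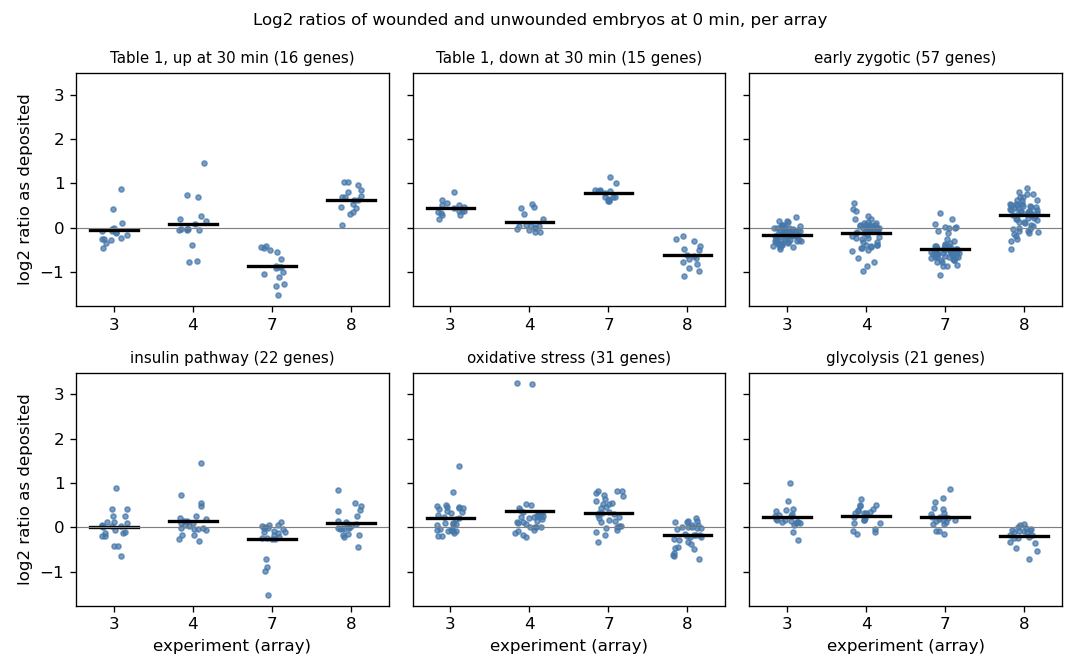
Deposited log2 ratios of single genes (points) and their mean (bars) on each of the 4 arrays at 0 min for 6 gene lists, with the experiment on the horizontal axis and the log2 ratio on the vertical axis. The means of the genes up-regulated at 30 min were -0.87 in experiment 7 and 0.63 in experiment 8.

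At the adjusted p alone, 0 probes passed, while 696 had an unadjusted p under 0.05, beside 592 expected with no change. With experiment 4 not turned, the counts were 0 and 352. The latter ran from 141 without experiment 3 to 759 without experiment 8, in a setting added after the data were seen. The smallest adjusted p of a list from limma camera was 0.257, for the genes down-regulated at 30 min. With experiment 4 not turned, camera passed 4 lists, with adjusted p = 0.00311 for these genes, 5.92e-05 for the early zygotic genes, 1.22e-05 for oxidative stress and 5.92e-05 for glycolysis, and none of the 4 with an estimated correlation (adjusted p = 0.988 for each). Of the members of these lists, 15 of 15, 49 of 57, 28 of 31 and 19 of 21 then lay on one side. With experiment 4 turned, 15, 39, 21 and 12 of them did. GstD1, Cyp6a9, Cyp6a19 and dhd are both among the genes down-regulated at 30 min and in the oxidative stress list, so these lists are not independent. Single arrays also decided lists. With experiment 4 turned and without experiment 8, the adjusted p from camera was 4.03e-05 for the genes up-regulated at 30 min, 7.42e-08 for those down-regulated, 4.42e-06 for the early zygotic genes and 0.0208 for oxidative stress, and none of the 4 passed with an estimated correlation. Without experiment 7 it was 0.00462 for the genes up-regulated at 30 min and 0.000643 for the early zygotic genes, with the sign of the mean reversed in both and neither passing with an estimated correlation. Without experiment 4, which leaves the arrays with the same dyes, it was 0.011 for the genes down-regulated at 30 min, 0.00831 for the early zygotic genes, 0.00824 for oxidative stress and 0.011 for glycolysis, again with none at an estimated correlation. In a setting added after the data were seen, each array was left out with experiment 4 not turned. Oxidative stress and glycolysis passed camera whichever array was left out (adjusted p from 1.36e-10 to 0.0353 and from 4.71e-10 to 0.0188). The early zygotic genes passed except without experiment 7 (adjusted p = 0.656). Genes of differentiated tissues passed without experiment 3 (adjusted p = 0.0182) and without experiment 7 (adjusted p = 0.00741), and maternal genes without experiment 3 (adjusted p = 0.0283). None of these held with an estimated correlation. If the ratios are Cy5 over Cy3, a bias between the dyes would enter every array the same way with experiment 4 not turned. If they are already wounded over unwounded, this holds with experiment 4 turned. The fits without a dye term do not separate such a bias from wounding. Over probes with a value on all 4 arrays, 2 passed the study's threshold, those of Tmtc2 and of the unnamed clone RH64142, with experiment 4 turned. The paper states that no change at the immediate timepoint was significant (Fig 2B).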

We found that at the immediate timepoint, wounded embryos exhibited no significant changes in their expression profiles when compared to their non-wounded counterparts (Fig 2B). Interestingly, the later timepoint, which was expected to identify any repair requirements post-initiation, showed significant changes of gene expression in both the up and down directions (Fig 2C). Using a false discovery rate of 0.05, we identified 253 genes with statistically significant changes: 80 that are up-regulated and 173 that are down-regulated (Table 1; S1 Table). The robustness of the differences we observe is striking given that only ~5–10% of the cell surface is wounded and undergoing repair.

**Fig 2:**
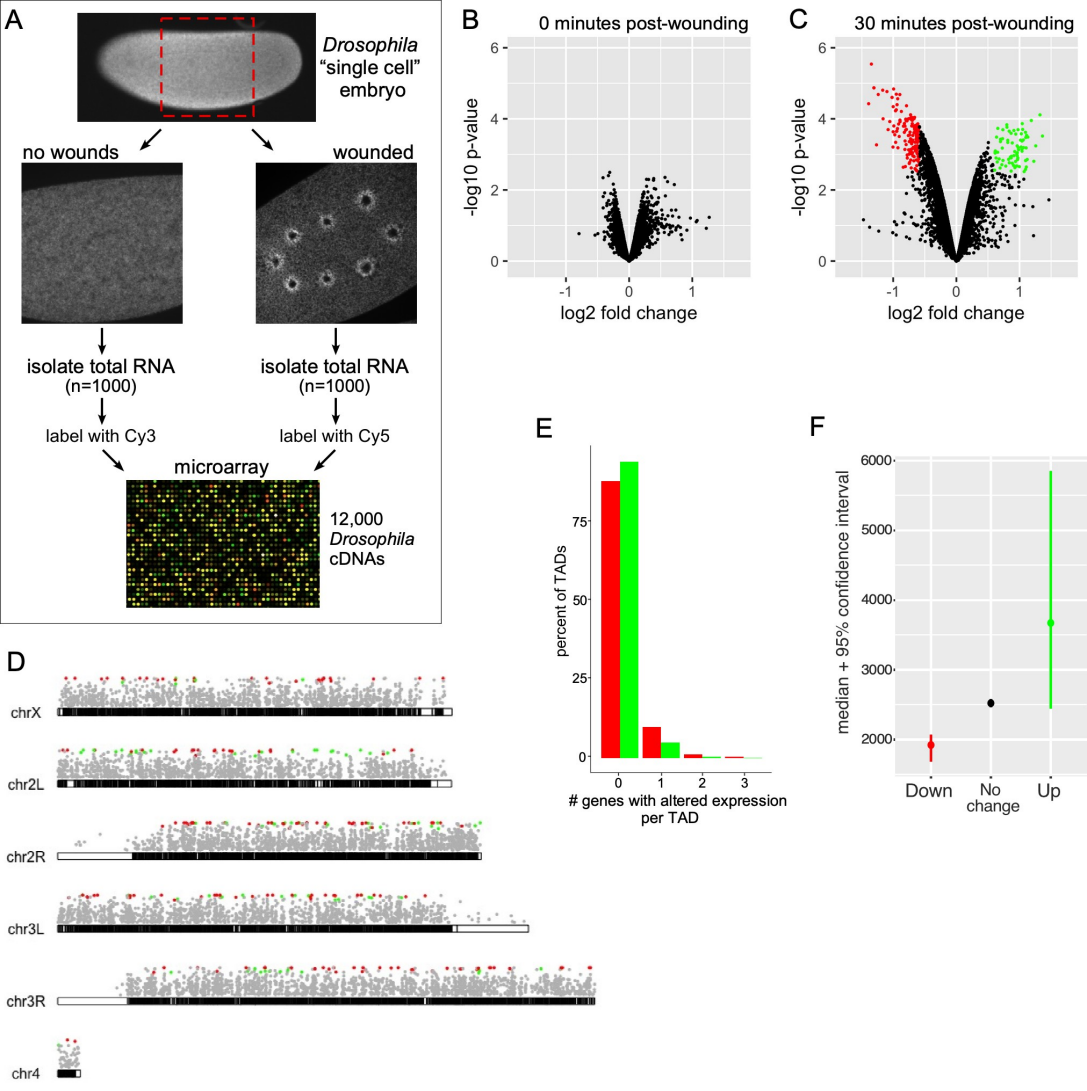
Analysis of differential gene expression following wounding in the *Drosophila* cell wound repair model. (**A**) Flow chart depicting the steps involved in microarray processing for examining the transcriptional response to cell wound repair. These analyses were performed for two-timepoints post laser wounding: immediate (0–5 mpw) and near completion (~30 mpw). (**B-C**) Volcano plots showing the differential gene expression for each of the two timepoints. Each dot represents a cDNA corresponding to its fold-change and p-value. Insignificant hits are depicted in black, whereas up-regulated and down-regulated genes are depicted in green and red, respectively. (**D**) *Drosophila* chromosome maps with each of the 4 chromosomes represented by euchromatic regions in black, heterochromatic regions in white, and with the left and right arms of chromosomes 2 and 3 depicted separately. Dots representing genes hits from the late-period microarray with significant up-regulated genes (green) and down-regulated genes (red) placed at their respective location within the genome. (**E**) Percentage of TADs containing the indicated number of up- or down- regulated genes per TAD. (**F**) Average gene size of significantly expressed genes from the ~30 min time point microarray. See S3 Table for numerical data.

**Table 1:** List of top 16 Up- or 16 Down- regulated genes at t = 30 minutes.

FB Gene ID	Name	logFC	P-Val	Molecular/Biological function
FBgn0001257	ImpL2	1.363	0.022	- Insulin-like growth factor binding; Insulin signaling
FBgn0033855	link	1.324	0.022	- Unknown; Involved in neurogenesis
FBgn0261560	Thor	1.257	0.026	- EIF4E binding protein; Insulin signaling
FBgn0038071	Dtg	1.226	0.036	- Unknown; Involved in gastrulation
FBgn0020300	geko	1.187	0.022	- Unknown; Involved in olfaction
FBgn0263776	CG43693	1.133	0.022	- Amino acid transmembrane transporter
FBgn0038028	CG10035 **	1.121	0.035	- Unknown
FBgn0003731	Egfr	1.112	0.022	- EGF receptor; Involved in growth regulation and development patterning
FBgn0000071	Ama	1.108	0.043	- Immunoglobin-like protein domains; Involved in cell adhesion
FBgn0086910	l(3)neo38	1.105	0.026	- Zinc finger (C2H2-type); Regulation of transcription/chromatin silencing
FBgn0010109	dpn	1.100	0.023	- basic Helix-Loop-Helix protein; Transcriptional regulation of sex determination and neurogenesis
FBgn0013272	Gp150	1.096	0.036	- Transmembrane glycoprotein; Regulates Notch signaling
FBgn0004143	nullo	1.095	0.022	- Actin binding; Regulation of epithelial morphogenesis and actomyosin contractile ring assembly
FBgn0039283	danr	1.094	0.046	- Homeobox domain; Transcriptional regulation of eye development and CNS formation
FBgn0028371	jbug	1.073	0.050	- Filamin; Involved in cytoskeleton dynamics, PCP pathway, and mechanical stimulus response
FBgn0265274	Inx3	1.062	0.026	- Innexin; gap junction protein; Involved in dorsal closure; intercellular transport; and phototransduction
FBgn0034259	P32	-1.001	0.022	- Mitochondrial protein; Functions in presynaptic calcium signaling and neurotransmitter release; Chromatin metabolism
FBgn0033191	CG1598	-1.001	0.022	- ATP binding; ATPase activity; Transport to ER
FBgn0031600	CG3652	-1.004	0.026	- Unknown (Contains Yip1 domain)
FBgn0039371	CG4960	-1.018	0.022	- Unknown (TB2/DP1/HVA22-related protein); Involved with regulation of intracellular transport
FBgn0033906	ReepB	-1.018	0.022	- Unknown (TB2/DP1/HVA22-related protein); Involved with ER organization and regulation of intracellular transport
FBgn0040602	CG14545	-1.054	0.022	- Unknown
FBgn0034058	Pex11	-1.081	0.022	- Unknown; Involved in peroxisome fission and organization
FBgn0010078	RpL23	-1.099	0.022	- Myosin binding; Structural constituent of ribosome; Involved in translation
FBgn0013771	Cyp6a9	-1.161	0.022	- Iron/heme binding; Involved in oxidation-reduction processes
FBgn0000615	exu	-1.167	0.022	- Single strand RNA binding; Protein homodimerization; Involved in embryonic pole axis specification, localization of bicoid and oskar mRNA
FBgn0086904	Nacα	-1.238	0.022	- Protein binding; Involved in neurogenesis, oogenesis, oskar mRNA localization
FBgn0051075	CG31075	-1.266	0.025	- Aldehyde dehydrogenase (NAD) activity; Involved in metabolism and oxidation-reduction processes
FBgn0010038	GstD2	-0.993	0.022	- Glutathione peroxidase activity, glutathione transferase activity
FBgn0001149	GstD1	-1.307	0.022	- Glutathione transferase activity; DDT-dehydrochlorinase activity
FBgn0011761	dhd	-1.348	0.022	- Protein disulfide oxidoreductase activity (Thioredoxin domain); Involved in glycerol ether metabolism, cell redox homeostasis, and responses to DNA damage
FBgn0033979	Cyp6a19	-1.392	0.022	- Cytochrome P450; electron carrier activity and heme binding; Involved in oxidation-reduction process

** Knockdown (RNAi) lines not available.

We next determined if these genes were being co-differentially expressed by shared activating or regulatory elements within a localized region of the genome in response to wounding. Genome mapping of the 253 genes show no obvious clustering upon visual inspection (Fig 2D). Concomitantly, we mapped the 253 differentially-expressed genes onto the 1169 unique topologically associated domains (TADs) previously characterized in flies [45], and found no difference in overall differentially-expressed genes between TADs (p = 0.22), as well as when comparing just the down-regulated genes (p = 0.81) (Fig 2E). Interestingly, we detected a slight difference in differentially-expressed genes by TAD for up-regulated genes (p = 0.01), however the majority of this signal appears to be driven by there being less up-regulated genes and many of these falling into TADs that were missing genes due to their poorer coverage on our arrays. The results from this TAD analysis suggest that the 253 genes are being regulated independently and deliberately in response to wound repair. Intriguingly, the 80 upregulated genes were, on-average, larger than gene products previously recorded during this stage of development (Fig 2F) [46–49], implicating the existence of a wound-repair specific program (see Discussion).

### Transcription is not required to initiate cell wound repair

We expected that if transcription served as an initiator for wound repair as previously proposed, then inhibition of transcriptional activity with α-amanitin, a transcription inhibitor that targets RNA polymerase thereby halting transcritional activity, would result in altered repair assessable by visualizing actin dynamics throughout the wound repair process. To ensure efficient transcriptional (or translational) knockdown, we verified the efficacy and duration of the α-amanitin, puromycin, or cycloheximide treatment using the MS2-MCP system, a visual reporter of active transcription (see Methods) (Fig 3A-3D’) [50, 51]. In *Drosophila* syncytial embryos, GFP appears as puncta within the nuclei of control embryos indicative of active transcription, whereas these GFP puncta are absent in α-amanitin injected, but not puromycin or cycloheximide injected, embryos indicating that α-amanitin is effectively inhibiting transcription even beyond our initial wounding window (Fig 3A-3D’; S2 Video). To confirm our microarray results that transcription is unlikely to initiate repair in the *Drosophila* system, we then examined wound repair in nuclear cycle 4–6 *Drosophila* embryos that were injected with α-amanitin. Using time lapse microscopy and a fluorescent actin reporter, we find that in control embryos, where only buffer was injected, actin became enriched in two distinct locations: 1) adjacent to the wound edge, forming a robust actin ring, and 2) in a “halo” or diffuse accumulation along the outer periphery of the ring and identical to previous findings in uninjected embryos (Fig 3E-3E’ and 3I-3K; S2 Video) [23, 52]. Consistent with our microarray results, α-amanitin injected embryos initially showed actin dynamics similar to those observed in control embryos, however they exhibited disruptions to the repair process during the subsequent actin remodeling phases (Fig 3F-3F’ and 3I-3K; S2 Video). Thus, our results indicate that a transcriptional response is dispensable for the initiation of cell wound repair in the *Drosophila* model, but becomes important subsequently, potentially for replenishing and/or maintaining various factors necessary for establishing the wound repair response.

**Fig 3:**
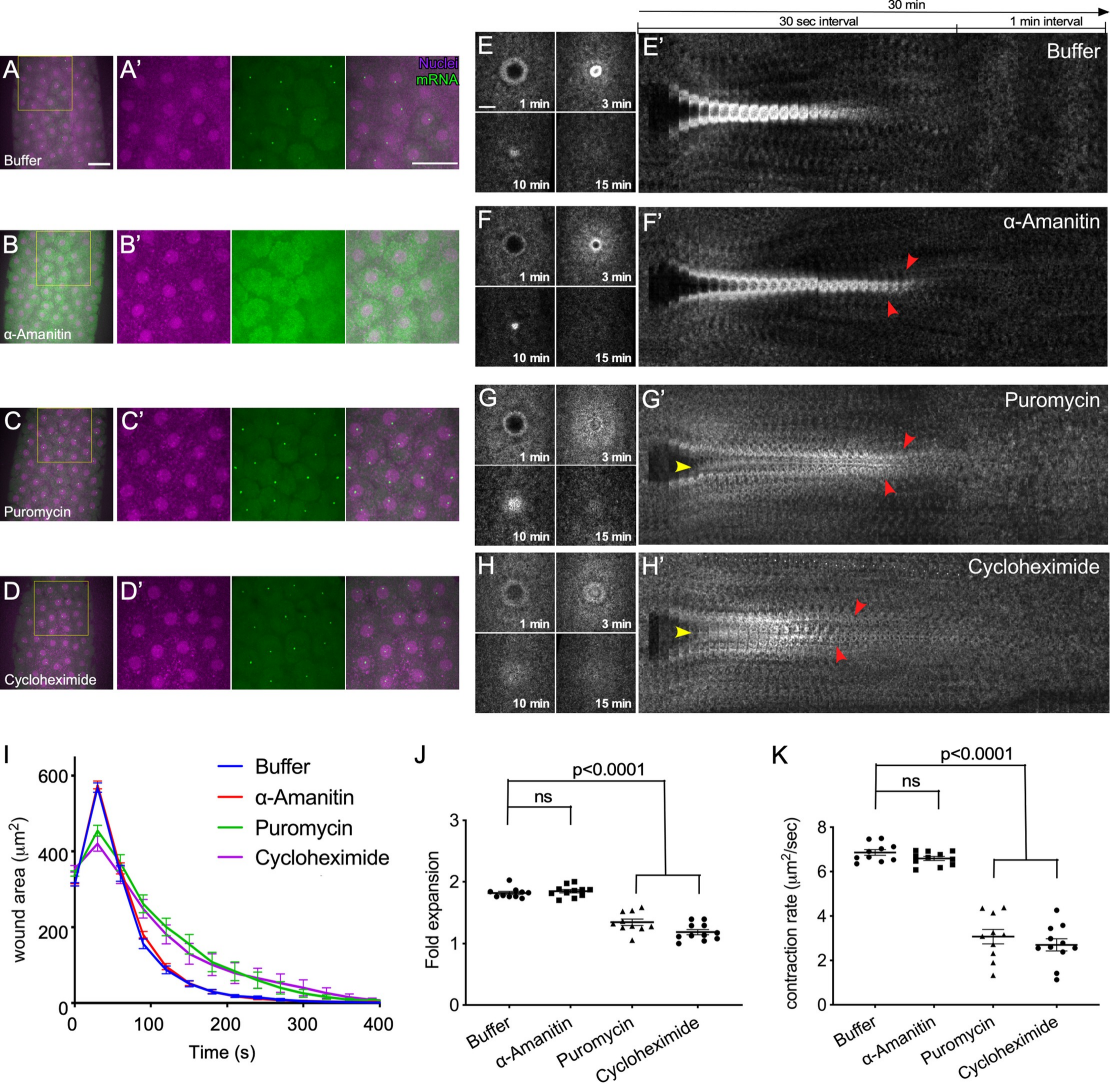
Translation, rather than transcription, is needed for the initiation of cell wound repair. (**A-D**) Confocal projections of a NC 10 embryo expressing the MS2-MCP system injected with: buffer (A), alpha-amanitin (B), puromycin (C), or cycloheximide (D). (**A’-D’**) higher magnification images of the respective regions in (A-D) demarcated by the yellow box, showing nuclei (magenta) and nascent mRNA (green). (**E-H**) Confocal projection stills from time-lapse imaging of actin dynamics (sGMCA) during cell wound repair in control (buffer only) (E), alpha-amanitin injected (F), puromycin injected (G), or cycloheximide injected (H) embryos. (**E’-H’**) XY kymographs across the wound areas depicted in E-H, respectively. Note extended actin remodeling (red arrowheads in b’,c’) and internal actin accumulation (yellow arrowhead in c’). (**I**) Quantification of wound area over time for (A-C’). Error bars represent ± SEM. (**J-K**) Quantification of wound expansion time (J) and wound closure speed (K) for conditions indicated. See S3 Table for numerical data. Student’s t-test; all p-values indicated. Scale bars: 20 μm.

### The initial steps of cell wound repair are translation dependent

*Drosophila* early embryonic development is mostly driven by maternally deposited mRNA and protein until the maternal-to-zygotic genome transition (MZT) at nuclear cyle 14 (cf. [49]). To explore the role of translation in driving the wound repair process, embryos expressing a fluorescent actin reporter (sGMCA) were injected with the translation inhibitors puromycin (causes premature chain termination) or cycloheximide (blocks translational elongation) prior to laser wound induction (Fig 3C, 3D and 3G-3H’; S2 Video). While the wound fails to expand, some actin was recruited to the wound periphery, however, the actin ring/halo was not properly assembled and/or maintained resulting in aberrant spatiotemporal enrichment of actin (i.e. inside the wound area) (Fig 3G–3I; S2 Video). Quantitative measurements show a prolonged wound healing process compared to controls (Fig 3I), with significantly less wound expansion and slower wound closure (Fig 3J–3K). Taken together, our results suggest that the *Drosophila* embryo requires active translation to initiate wound repair, as well as to regulate actin dynamics throughout the repair process.

### Knockdown of differentially expressed genes results in wound over-expansion, abnormal actin dynamics, and remodeling defects upon wounding

We next examined the effects of removing the differentially-expressed genes on cell wound repair. We generated knockdown embryos for 15 of the top 16 up-regulated genes (Fig 4, Fig 5; S1 Fig, S2 Fig) and the 16 top down-regulated genes (Fig 5, Fig 6; S2Q Fig, S3 Fig) based on their fold-change (Table 1) by expressing RNAi constructs in the female germline using the GAL4-UAS system [53, 54]. We then observed actin dynamics following laser wounding using a fluorescent actin reporter (sGMCA). In all 31 cases, the wounded knockdown embryos exhibited disruptions at various post-initiation steps of the cell wound repair process, including wound over-expansion (Fig 5A and 5E), delayed/altered rates of wound contraction (Fig 5B and 5F), aberrant actin dynamics (Fig 5C, 5D, 5G and 5H), and/or remodeling defects (Fig 4, Fig 6; S2 Fig, S3 Fig). Examples of these phenotypes are described below.

**Fig 4:**
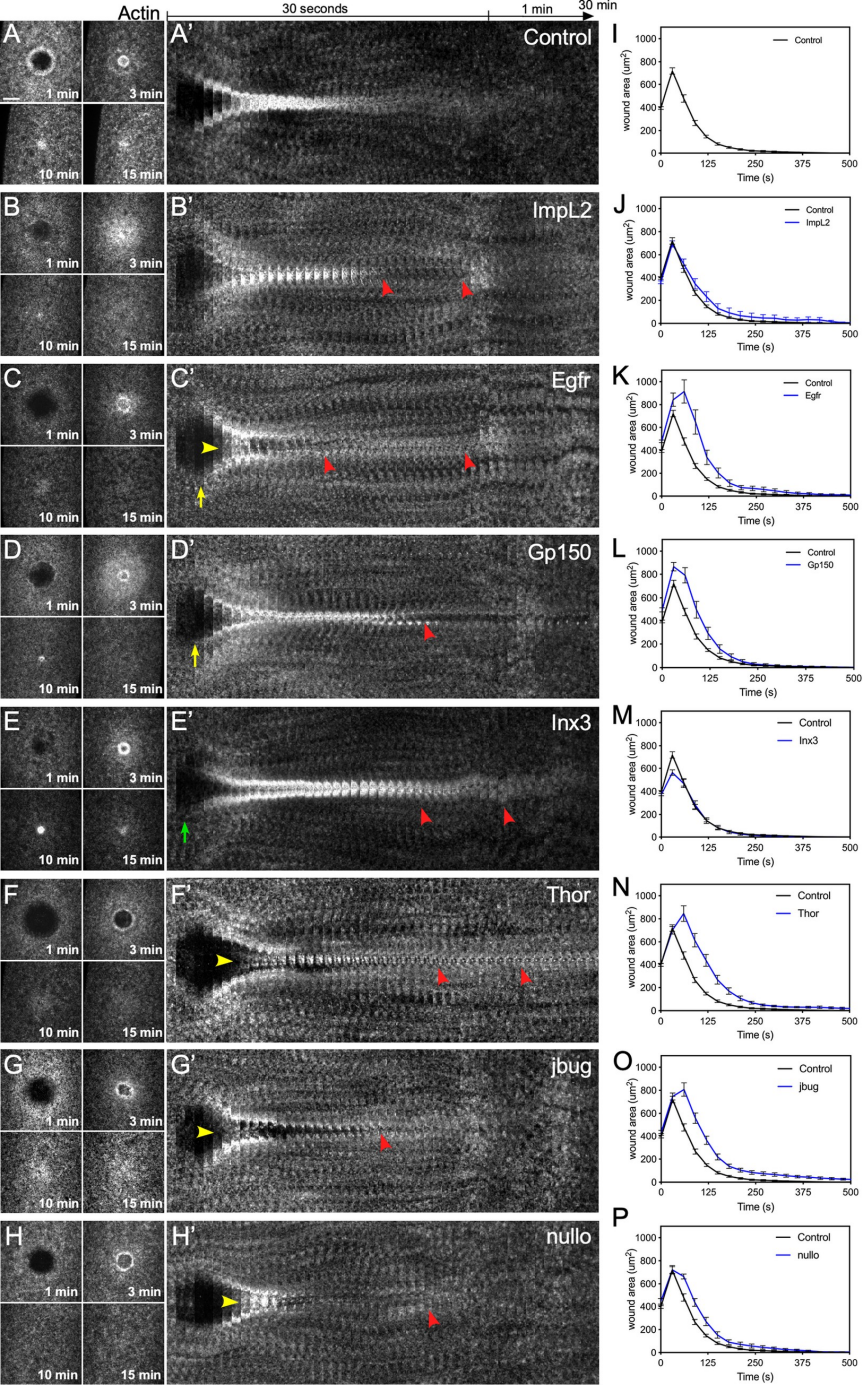
Knockdown of up-regulated genes results in wound over-expansion and abnormal actin dynamics. (**A-H**) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw from *Drosophila* NC4-6 embryos coexpressing sGMCA and a UAS-RNAi transgene during cell wound repair for control (w^1118^/+; sGMCA, 7063/+) (A), ImpL2^RNAi^/+; sGMCA, 7063/+ (B), EGFR^RNAi^/+; sGMCA, 7063/+ (C), Gp150^RNAi^/sGMCA, 7063 (D), Inx3^RNAi^/sGMCA, 7063 (E), Thor^RNAi^/sGMCA, 7063 (F), Jbug^RNAi^/sGMCA, 7063 (G), Nullo^RNAi^/sGMCA, 7063 (H). (A’-H’) XY kymographs across the wound areas depicted in (A-H), respectively. Note wound overexpansion (yellow arrows), wound underexpansion (green arrows), internal actin accumulation (yellow arrowhead), and remodeling defect/open wound (red arrowhead). (**I-P**) Quantification of wound area over time for (A-H’), respectively. Error bars represent ± SEM; n ≥ 10. See S3 Table for numerical data. Scale bars: 20 μm.

**Fig 5:**
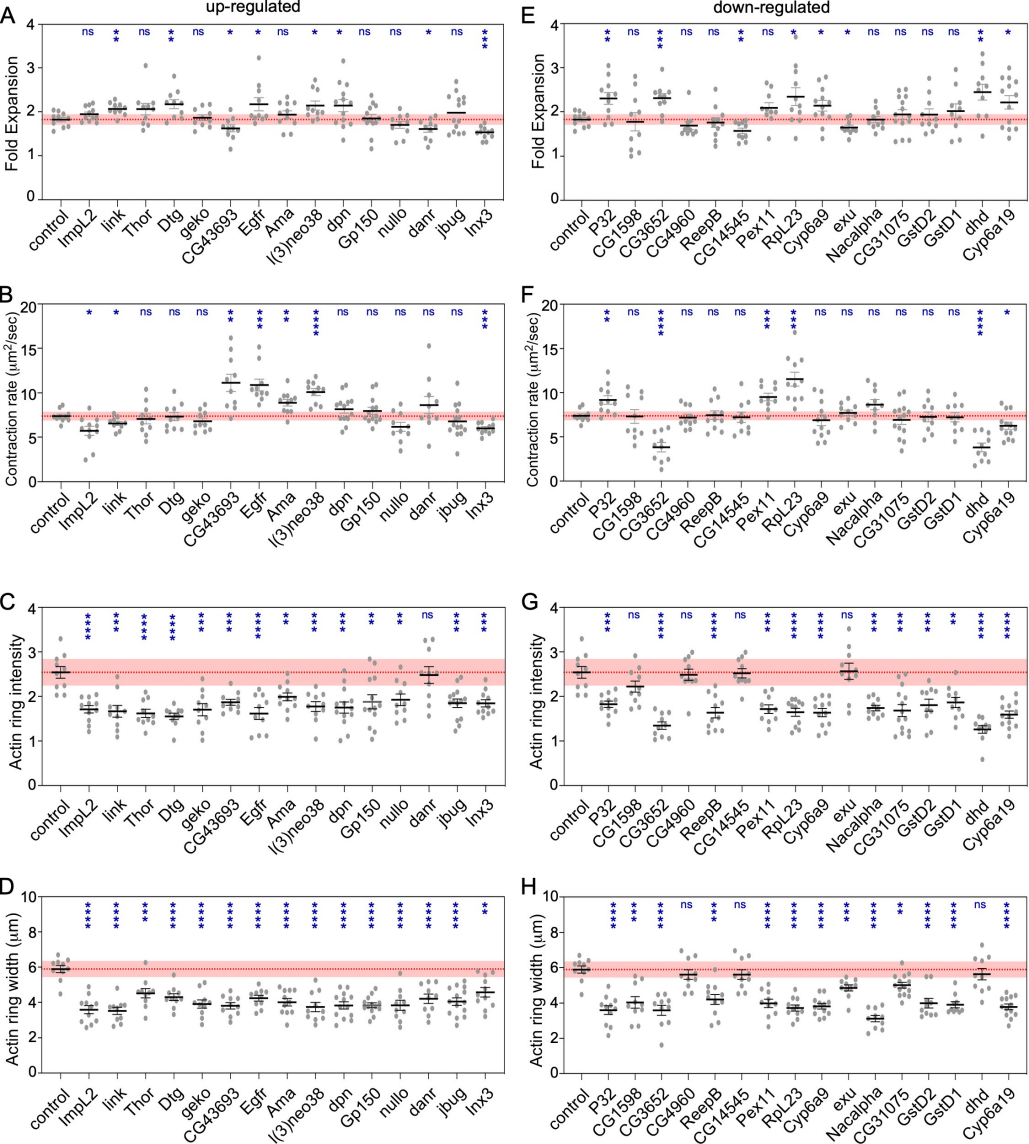
Quantification of wound and actin dynamics in control and knockdowns for upregulated and downregulated genes. (**A-D**) Quantification of wound expansion (A), contraction rate (B), actin ring intensity (C), and actin ring width (D) from control (sGMCA, 7063/+) and knockdowns for all 15 up-regulated genes (RNAi/+; sGMCA, 7063/+ or sGMCA, 7063/RNAi). (**E-H**) Quantification of wound expansion (E), contraction rate (F), actin ring intensity (G), and actin ring width (H) from control (sGMCA, 7063/+) and knockdowns for all 16 down-regulated genes (RNAi/+; sGMCA, 7063/+ or sGMCA, 7063/RNAi). Black line and error bars represent mean ± SEM. Red line and square represent mean ± 95% CI from control. n ≥ 10. See S3 Table for numerical data. Student’s t-test is performed to compare control with knockdowns. * is p<0.05, ** is p<0.01, *** is p<0.001, **** is p<0.0001, and ns is not significant.

**Fig 6:**
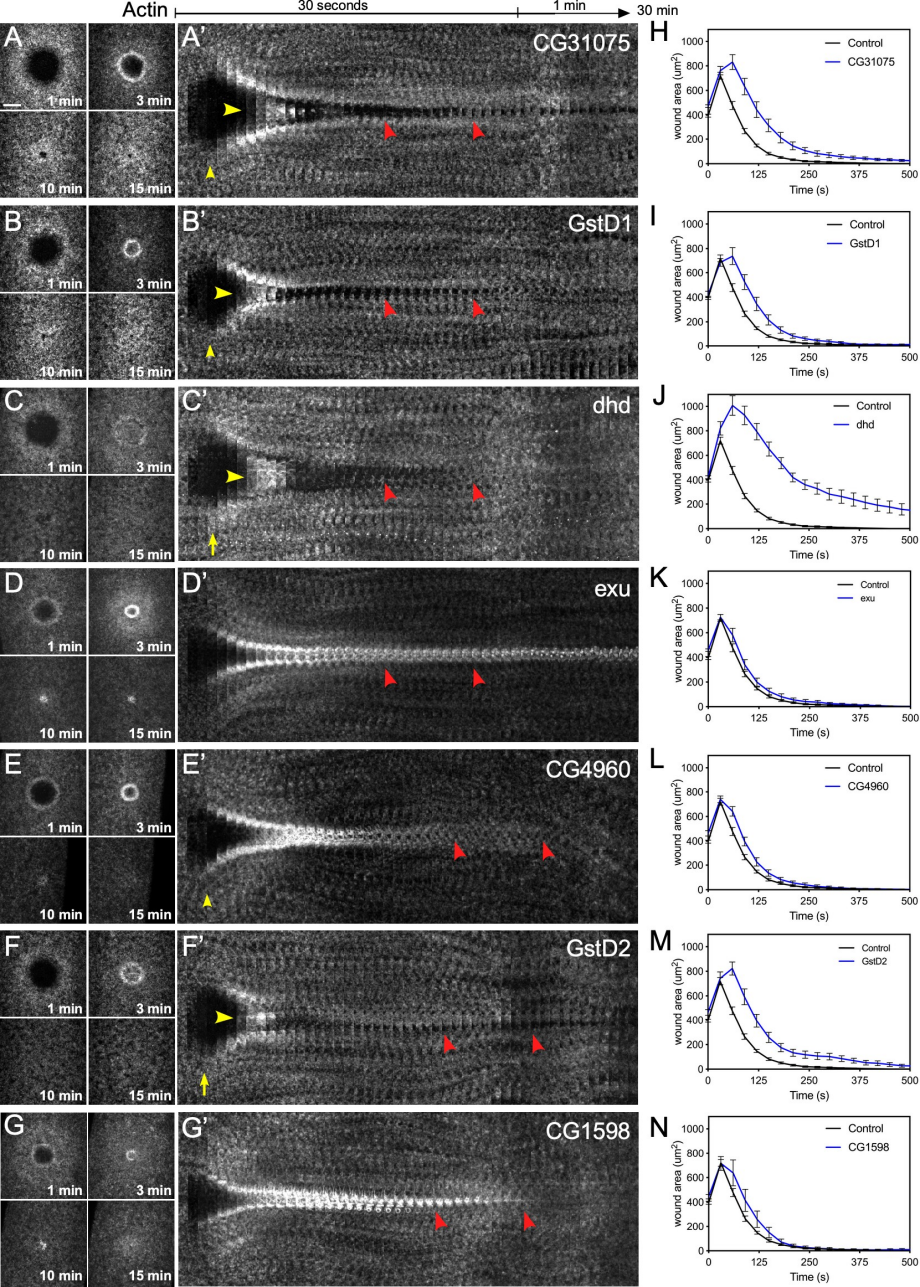
Knockdown of down-regulated genes results in wound over-expansion and abnormal actin dynamics. (**A-G**) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw from *Drosophila* NC4-6 embryos coexpressing sGMCA and a UAS-RNAi transgene during cell wound repair for CG31075^RNAi^/+; sGMCA, 7063/+ (A), GstD1^RNAi^/+; sGMCA, 7063/+ (B), dhd^RNAi^/+; sGMCA, 7063/+ (C), Exu^RNAi^/+; sGMCA, 7063/+ (D), CG4960^RNAi^/+; sGMCA, 7063/+ (E), GstD2^RNAi^/+; sGMCA, 7063/+ (F), CG1598^RNAi^/+; sGMCA, 7063/+ (G). (**A’-G’**) XY kymographs across the wound areas depicted in (A-G), respectively. Note wound overexpansion (yellow arrows), wound underexpansion (green arrows), internal actin accumulation (yellow arrowhead), and remodeling defect/open wound (red arrowhead). (**H-N**) Quantification of wound area over time for (A-G’), respectively. Error bars represent ± SEM; n ≥ 10. See S3 Table for numerical data. Scale bars: 20 μm.

#### Up-regulated genes

The *Drosophila* embryo is under tension such that when it is wounded, the plasma membrane and cortical actin cytoskeleton recoil slightly leading to an expansion of the wound [23, 55]. Interestingly, wounds generated in knockdowns of three of the up-regulated genes (*Inx3*, *CG43963*, *danr*) failed to expand, whereas others (*Dtg*, *link*, *l(3)neo38*, *Egfr*, *dpn*) exhibited wound over-expansion (Fig 4, Fig 5A; S2 Fig). Similarly, wounds generated in knockdowns of three of the up-regulated genes (*Inx3*, *ImpL2*, *link*) exhibited slower wound contraction rates, whereas others (*l(3)neo38*, *CG43963*, *Egfr*, *Ama*) exhibited faster wound contraction rates compared to control wounds (Fig 4, Fig 5B; S2 Fig).

In all 15 cases of RNAi knockdown for up-regulated genes, wounded embryos exhibited abnormal actin dynamics, including premature actin ring/halo disassembly, failure of actin ring/halo dissassembly, and/or abnormal actin ring/halo disassembly with concomitant accumulation of actin within the wound. (Fig 4, Fig 5C and 5D; S3 Video; S2 Fig). Wounds generated in knockdowns of *Imaginal morphogenesis protein-Late 2* (*ImpL2*) and *Epidermial growth factor receptor* (*Egfr*) are exemplified by their incomplete formation and premature dissassembly of the actomyosin ring causing rifts at the initial injury site that remained open for the entire time of repair (Fig 4B–4C’, 4J and 4K; S3 Video). ImpL2 has been proposed to work antagonisitically to the insulin/insulin-like (IIS) signaling pathway by interacting with receptor/ligand interactions to inhibit downstream signal transduction [56–58]. Egfr encodes a receptor tyrosine kinase that works upstream of the c-jun N-terminal kinase (JNK) and decapentaplegic (dpp) pathways. Loss of Egfr results in down-regulation of JNK activity leading to the impairment of dorsal closure, a process sharing many features with epithelial (multicellular) wound repair [59]. Wounds generated in knockdowns of *jitterbug* (*jbug*) and *nullo*, are characteristically defined by the pronounced formation of actin inside the wound area (Fig 4G–4H’ and 4O–4P; S4 Video). Jbug is a filamin-type protein that serves as an F-actin crosslinker providing stability to the cytoskeleton, a system that has been proposed to utilize mechanical cues such as tension to modulate cellular processes [60, 61]. Nullo has been shown to establish cortical compartments during cellularization of the *Drosophila* embryo, suggesting an important role regulating actin stability at the cortex [62, 63].

Following wound closure, extensive remodeling of the cortical cytoskeleton and its overlying plasma membrane is necessary to re-establish normal architectures and activities. Wounds generated in knockdowns of Gp150, Inx3, and Thor, are unable to resolve actin structures and/or properly remodel cortical actin after wound closure (Fig 4D–4F’ and 4L–4N; S3 Video). Gp150 encodes a transmembrane glycoprotein that regulates Notch signaling during normal eye development in *Drosophila* [64], whereas Inx3 encodes a gap junction protein involved in morphogenesis and nervous system development [65, 66]. Thor encodes a translation inhibitor functioning downstream of insulin signaling that is sensitive to reactive oxygen species [67]. Interestingly, like ImpL2, Thor is a IIS pathway constituent and Gp150 Down-regulated geneshas also been shown to physically interact with components of this pathway (Pten and S6k) [68].

#### Down-regulated genes

Interestingly, in all 16 cases of RNAi knockdown for the down-regulated genes examined, wounded embryos exhibited abnormal cell wound repair dynamics that included the same major, but non-mutually exclusive, steps as described above for the up-regulated genes. A number of the genes that were downregulated have an unknown molecular function and/or associated biological processes (Table 1; Fig 5E–5H, Fig 6; S4 Video; S2Q Fig, S3 Fig). Of these unknown genes, CG31075 underwent a mild expansion followed by a contraction rate similar to that in wildtype, albeit with incomplete wound closure (Fig 5E, Fig 6A–6A’ and 6H; S4 Video), CG4960 exhibited a slight delay in wound repair dynamics but retained noticeably enriched actin structures after closure (Fig 6E–6E’ and 6L; S4 Video), and CG1598 developed a visually distinct, but transient, enrichment of actin inside the wound area prior to closure (Fig 6G–6G’ and 6N; S4 Video). Of genes with known motifs/functions, Glutatione S transferases D2 (GstD2) and D1 (GstD1) RNAi knockdowns showed similar phenotypes exhibiting a short-lived accumulation of actin inside the wound area and delayed closure dynamics during the initial steps of repair (Fig 6B–6B’, 6F–6F’, 6I and 6M; S4 Video), and in later steps, both are unable to completely close (Fig 6B–6B’ and 6I; S4 Video). Wound repair begins normally in *exu* knockdowns, however the leading edge and surrounding actin structures soon become static resulting in an open wound area and prolonged actin accumulation (Fig 6D–6D’ and 6K; S4 Video). In addition to the phenotypes described above, many of these knockdowns exhibit wound over-expansion (*CG3652*, *P32*, *dhd*, *RpL23*, *Cyp6a9*, *Cyp6a19*) (Fig 5E, Fig 6; S4 Video; S3 Fig) and nearly all exhibit remodeling defects (Fig 6, red arrowheads; S4 Video; S3 Fig, red arrowheads). Thus, in all 31 cases of up- or down- regulated genes examined, knockdown using RNAi transgenes resulted in abnormal cell wound repair. Despite the molecular functions of many of these genes being unknown, they have been implicated in various cellular processes, but most notably a subset are involved in insulin signaling.

### Activation of insulin/insulin-like (IIS) constituents during normal wound repair

Deficiencies in insulin signaling have been implicated in multicellular (tissue/epithelial) repair, where it is thought to impede growth factor production, angiogenic response, and epidermal barrier function [69–72], functions that might not normally be expected to govern regulation within individual cells. Deficiencies in insulin signaling have also been associated with diabetic myocytes that exhibit defects in cell wound repair [17]. While the diabetic environment is multifaceted and the repair deficiencies observed could be indirect effects, prolonged exposure of cultured C2C12 skeletal muscle myocytes to high glucose levels is sufficient to induce the repair defect, suggesting direct participation of insulin signaling [17]. The fact that ImpL2 and Thor, two of the most upregulated genes in our analyses, are constituents of the insulin/insulin-like growth factor signaling (IIS) pathway in *Drosophila* (Fig 7A) was still somewhat unexpected.

**Fig 7:**
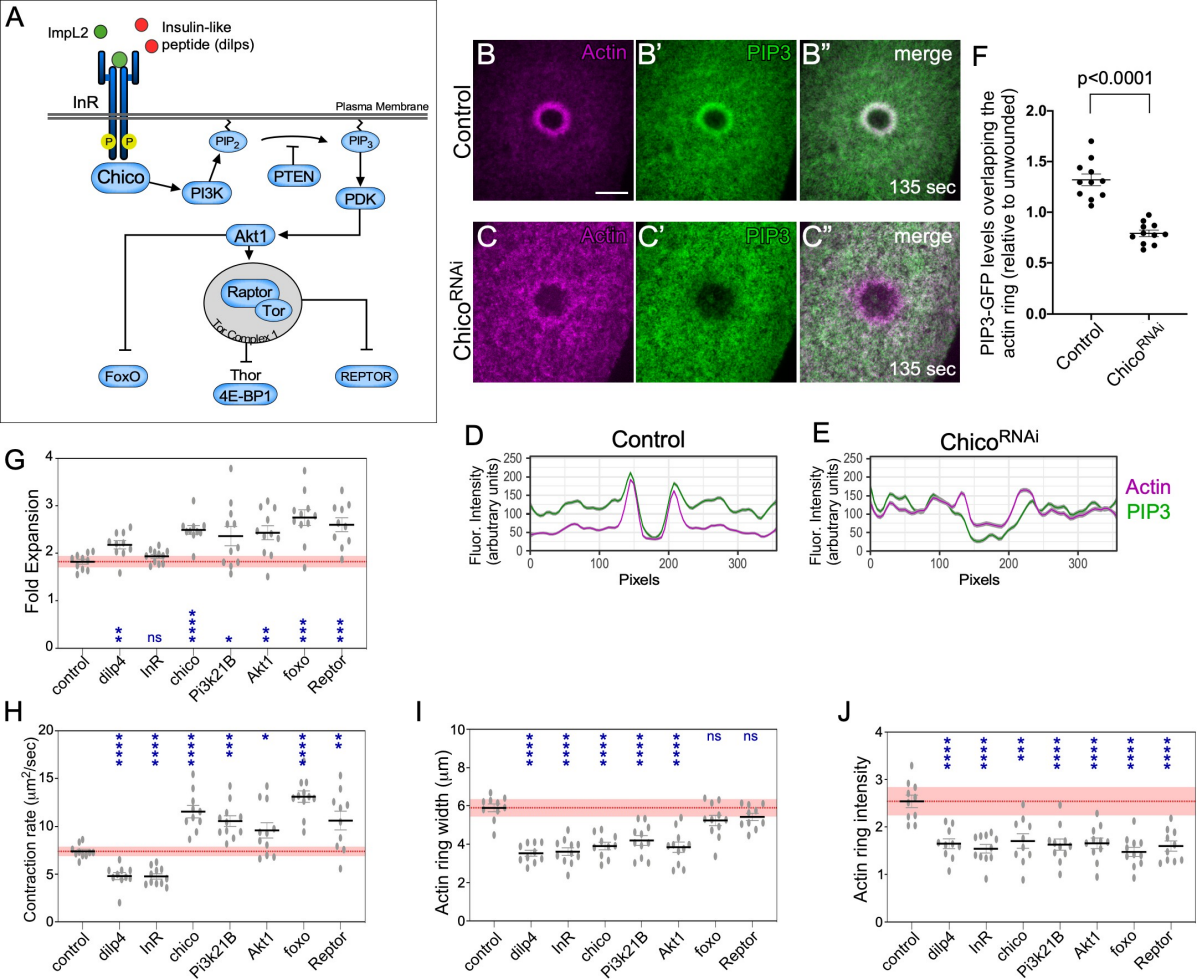
Localization of IIS pathway components. (**A**) Simplified diagram of the IIS pathway in *Drosophila* showing the components tested using GFP reporters and RNAi transgenes. (**B-C”**) Confocal xy projection images from *Drosophila* NC4-6 staged embryos co-expressing an actin marker (sChMCA) and GFP-tagged PIP3 in a control (B-B”) or chico RNAi (C-C”). (**D-E**) Smoothened fluorescence intensity (arbitrary units) profiles derived from averaged fluorescence intensity values over a 10 pixel width across the wound area in the embryo shown (B-C”), respectively. Gray area represents the 95% CI. Scale bars: 20 μm. (**G-J**) Quantification of wound expansion (G), contraction rate (H), actin ring intensity (I), and actin ring width (J) from control (sGMCA, 7063/+) and knockdowns for IIS pathway genes (RNAi/+; sGMCA, 7063/+ or sGMCA, 7063/RNAi). Black line and error bars represent mean ± SEM. Red line and square represent mean ± 95% CI from control. n ≥ 10. See S3 Table for numerical data. Student’s t-test is performed to compare control with knockdowns. * is p<0.05, ** is p<0.01, *** is p<0.001, **** is p<0.0001, and ns is not significant.

PIP_3_ (phosphatidylinositol (3,4,5)-triphosphate) is a phospholipid that composes a subset of specialized plasma membrane with various trafficking and signaling related functions [73], including recruitment to cell wounds [74]. A PIP_3_-GFP reporter construct has also been shown to function as a reporter of insulin signaling activity [75]. To determine if the canonical IIS pathway was involved in individual cell wound repair, we first examined the recruitment pattern of a PIP_3_, co-expressed with a Cherry fluorescently-tagged actin reporter (sChMCA), in a wildtype and *chico* RNAi knockdown background (Fig 7B–7F). PIP_3_-GFP is recruited to same region as the actomyosin ring in wildtype embryos (Fig 7B-B”, 7D and 7F), confirming the requirement for autocrine insulin pathway signaling. Importantly, this recruitment is dependent on the upstream activation of the insulin receptor (InR), as PIP_3_-GFP recruitment is disrupted in a *chico* RNAi background (Fig 7C–7C”, 7E and 7F).

We next examined the wound repair phenotypes in knockdown backgrounds for components spanning the IIS pathway by expressing RNAi constructs for pathway components in the female germline using the GAL4-UAS system [53, 54], then observing actin dynamics using a fluorescent actin reporter (sGMCA). The one ligand and six of the major IIS pathway components tested—Ilp4 (Insulin-like peptide), InR (Insulin receptor), Chico (IRS homolog), Pi3K21B (Phosphoinositide3-Kinase), Akt1 (Kinase), FoxO (transcription factor), and Reptor (transcription factor)—exhibited abherrant wound repair with overlapping phenotypes reflecting involvement at several steps in the repair process (Fig 7A, 7G–7J, Fig 8; S5 Video; S2Q Fig). With the exception of ImpL2, Ilp4, and InR (components at the top of the pathway), mutants for IIS pathway components exhibited wound overexpansion immediately after laser ablation that was visible as the outward retraction of the wound edge (Fig 7G and 7H, Fig 8; S5 Video). Following this overexpansion, actin structures became transiently enriched inside the wound area, but dissassembled prior to complete wound closure (Fig 7I and 7J, Fig 8; S5 Video). Lastly, progression of wound closure was signficantly delayed and/or incomplete, leaving openings around the actin ring as it translocated (Fig 8, red arrowheads; S5 Video). While we can not rule out contributions from non-canonical insulin signaling pathways, our results show that key components of the canonical insulin signaling pathway are not only called to a wound, but have detrimental effects on actin and wound dynamics upon knockdown. Collectively, our results suggest that a tight association exists between the factors that regulate both insulin signaling and cell wound repair in the *Drosophila* model.

**Fig 8:**
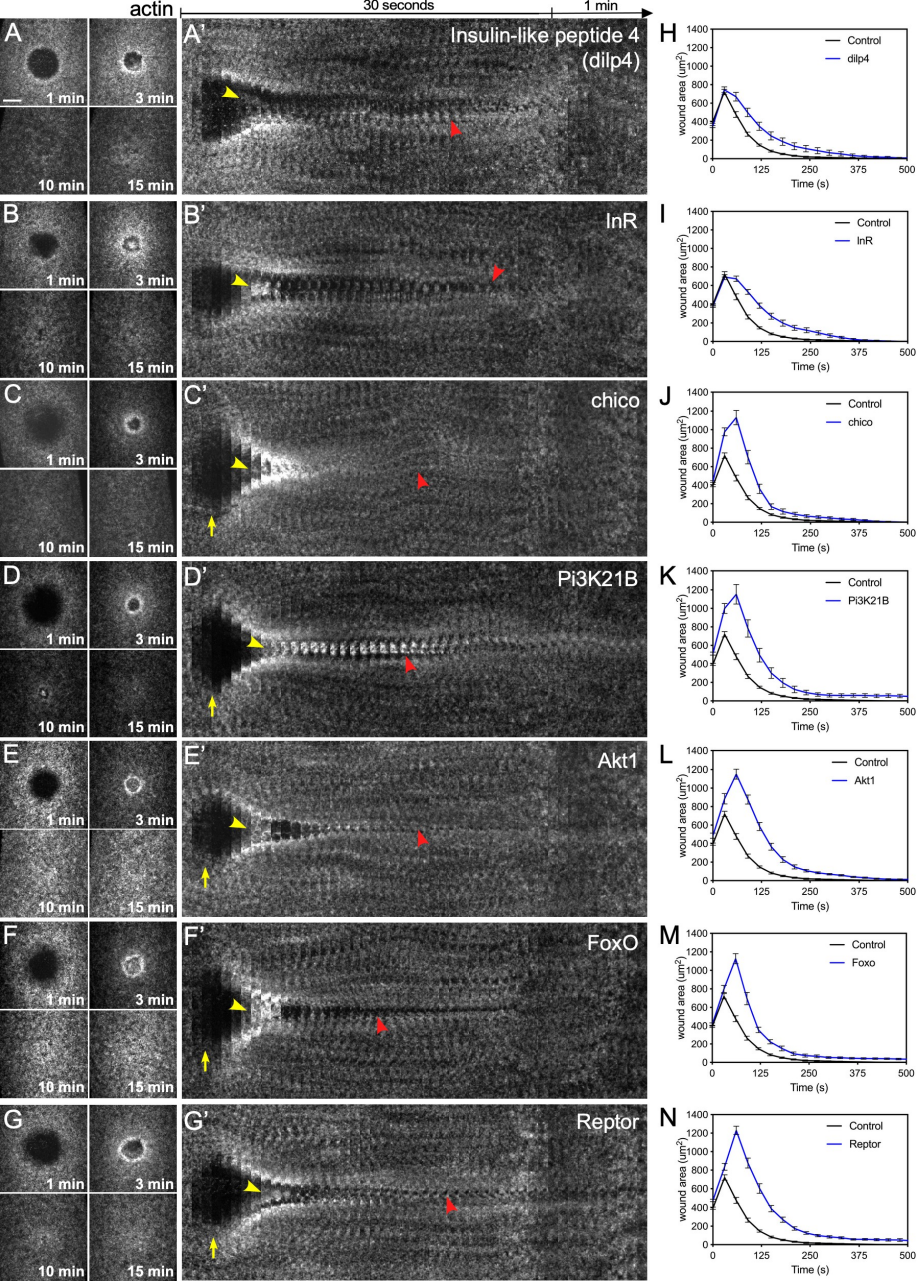
Actin dynamics of insulin/insulin-like (IIS) pathway mutants. (**A-G**) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw during cell wound repair in *Drosophila* NC4-6 embryos expressing sGMCA and a mutant for insulin-like peptide 4 (*Ilp4*^*1*^; A), or a UAS-RNAi transgene for InR^RNAi(1)^/+; InR^RNAi(2)^/sGMCA, 7063 (B), Chico^RNAi^/sGMCA, 7063 (C), Pi3K21B^RNAi^/sGMCA, 7063 (D), Akt1^RNAi^/sGMCA, 7063 (E), FoxO^RNAi^/sGMCA, 7063 (F), and Reptor^RNAi^/sGMCA, 7063 (G). (**A’-G’**) XY kymographs across the wound areas depicted in (A-G), respectively. Note wound overexpansion (yellow arrows), wound underexpansion (green arrows), internal actin accumulation (yellow arrowhead), and remodeling defect/open wound (red arrowhead). (**H-N**) Quantification of wound area over time for (A-G’), respectively. Error bars represent ± SEM; n ≥ 10. See S3 Table for numerical data. Scale bars: 20 μm.

### The IIS pathway effectors Profilin (Chickadee) and Girdin are required for cell wound repair

The IIS pathway has recently been shown to control actin dynamics independently of its role in growth control [76]. In particular, the IIS pathway has been found to activate the expression of the *Drosophila* profilin homolog (*Chickadee*), as well as the Akt substrate Girdin (GIRDers of actIN; also known as GIV) [76–78]. To determine if these actin regulators function as IIS pathway effectors during cell wound repair, we stained wounded embryos that expressed a GFP-tagged actin reporter (sGMCA) in a wildtype or *chico* RNAi knockdown background with antibodies to Profilin/Chickadee and Girdin (Fig 9A–9D). Both proteins are recruited to wounds, although their spatial recruitment patterns are not the same. Girdin exhibits a punctate recuitment at wounds with the highest accumulation overlapping the membrane plug inside the actin ring and with lower level diffuse accumulation overlapping the actin ring and the innermost part of the actin halo (Fig 9A and 9B). Profilin/Chickadee recruitment is internal to the actin ring and appears to be excluded from the actin ring region (Fig 9A and 9B). Importantly, the accumulation of both Profilin/Chickadee and Girdin at wounds requires a functioning IIS pathway as these accumulations are lost in a *chico* RNAi background (Fig 9C and 9D).

**Fig 9:**
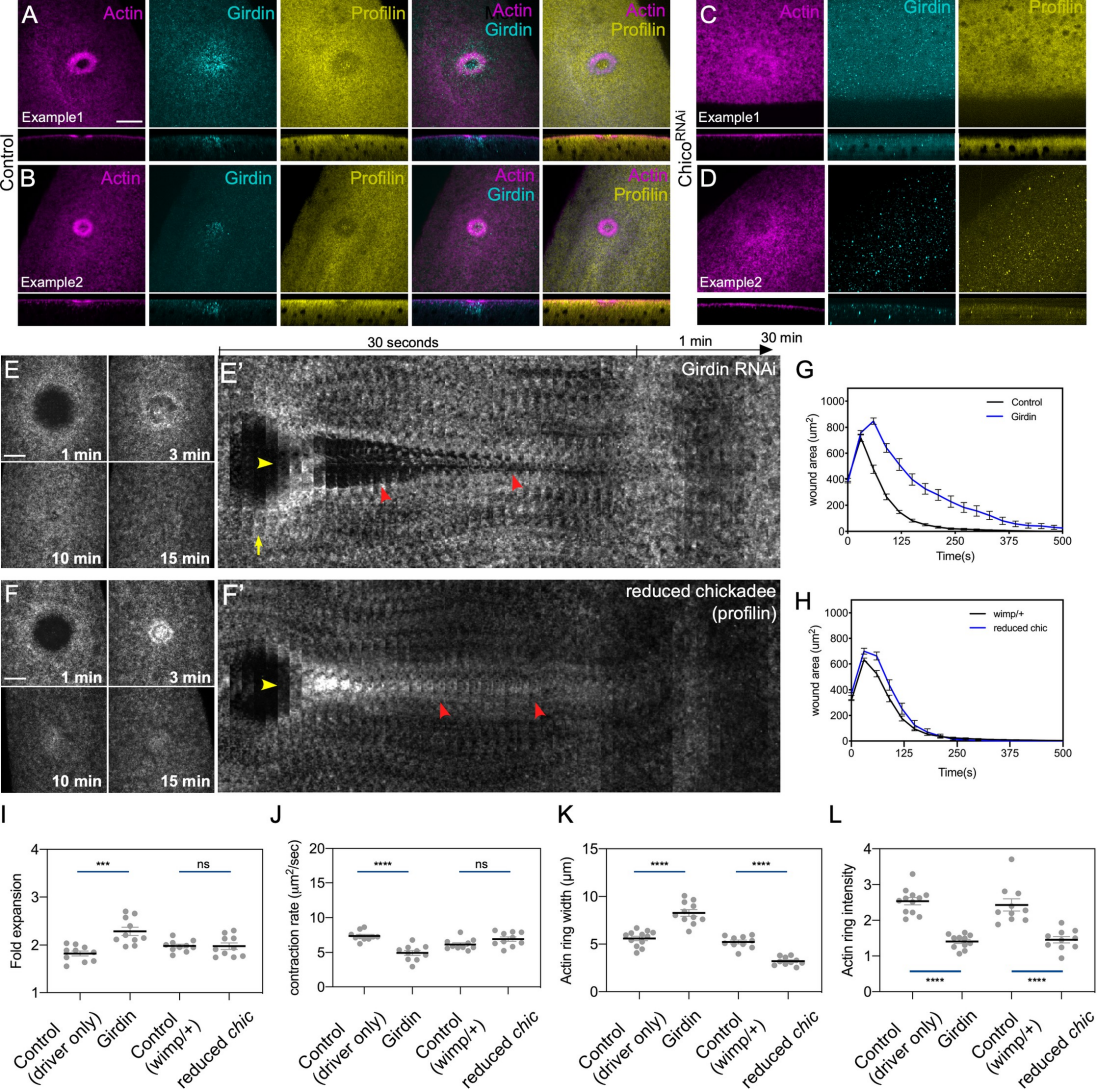
Chickadee (profilin) and Girdin are insulin/insulin-like (IIS) pathway effectors during cell wound repair. (**A-D**) Confocal XY projections of laser wounded Drosophila NC4-6 wildtype (A-B) or *chico* RNAi knockdown (C-D) embryos stained for Girdin (Girdin), Chickadee/profilin (Profilin), and F-actin/phalloidin (Actin). (**E-F’**) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw from *Drosophila* NC4-6 embryos coexpressing sGMCA and a UAS-RNAi transgene during cell wound repair for Girdin^RNAi^ (Girdin^RNAi^/+; sGMCA, 7063/+) (E) and reduced chickadee (sGMCA; *chickadee*^*221*^/+ sGMCA, *wimp*/+) (F). (E’-F’) XY kymographs across the wound areas depicted in E-F, respectively. Note wound overexpansion (yellow arrows), wound underexpansion (green arrows), internal actin accumulation (yellow arrowhead), and remodeling defect/open wound (red arrowhead). (**G-H**) Quantification of wound area over time for (E-F’), respectively. Error bars represent ± SEM; n ≥ 10. (**I-L**) Quantification of wound expansion (G), contraction rate (H), actin ring intensity (I), and actin ring width (J) from control (sGMCA, 7063/+) and knockdowns for IIS pathway genes (RNAi/+; sGMCA, 7063/+ or sGMCA, 7063/RNAi). Error bars represent ± SEM; n ≥ 10. See S3 Table for numerical data. Student’s t-test is performed to compare control with knockdowns. *** is p<0.001, **** is p<0.0001, and ns is not significant. Scale bars: 20 μm.

We next examined the effects of removing Girdin and Profilin/Chickadee on cell wound repair. Similar to knockdown of IIS pathway components described above, Girdin RNAi knockdown embryos exhibited aberrant wound repair including wound overexpansion, enrichment of actin structures inside the wound area, and signficantly delayed wound closure (Fig 9E–9E’, 9G and 9I–9L; S5 Video; S2Q Fig). Unfortunately, Profilin/Chickadee RNAi knockdown females do not produce eggs. We therefore used the *wimp* mutation [79, 80] to generate reduced Profilin/Chickadee expression in both the germline and soma (*wimp* reduces maternal gene expression such that, when *in trans* to the *chickadee*^*221*^ allele, it effectively generates a strong *chickadee* hypomorph, referred to as reduced Profilin). Similar to knockdown of Girdin and IIS pathway components, reduced Profilin/Chickadee embryos exhibited wound overexpansion, enrichment of actin structures inside the wound area, and signficantly delayed wound closure (Fig 9F–9F’, 9H and 9I–9L; S5 Video; S2Q Fig). Thus, our results indicate that Girdin and Profilin/Chickadee are actin regulatory downstream effectors of the IIS pathway in cell wound repair.

## Discussion

Our study shows that cellular wound repair is not dependent on transcriptional activity to initiate wound repair programs, that dormant transcription pathways are activated in response to wounds, and that the insulin signaling pathway is an essential component of the repair process. A calcium influx-triggered transcriptional response was thought to be important to lead off the cell wound repair process, eliciting a downstream wound repair program. However, this proposed mechanism was at odds with the *Drosophila* syncytial embryo cell wound model that faithfully recapitulates the majority of features associated with other single cell wound repair models (*Xenopus* oocytes, tissue culture cells, sea urchin eggs) [2, 3, 18, 23, 27, 52, 81–83], yet represents a special system running mostly off of maternally contributed products, highlighted by rapid cell cycles (~10 minutes/cycle) and minimal zygotic transcription [48, 49, 84].

Consistent with the closed nature of the *Drosophila* syncytial embryo cell wound model, we find no altered gene expression immediately upon wounding either as assayed by microarray analysis of laser wounded versus unwounded embryos or following injection of the α-amanitin transcriptional inhibitor. However, we find that injection of translational inhibitors prior to wounding leads to severe wound repair defects, indicating that the initial steps of cell wound repair require protein synthesis. This was surprising given that the initial steps of wound repair are extremely rapid (i.e., the hole is plugged and an actomyosin ring forms within 30–60 seconds). However, there is precedence for local translation of molecules such as Rho GTPase, GAP-43, and CYFIP1, allowing rapid regulation of specific cellular and developmental events, including growth cone elongation or collapse and dendritic spine formation [85–88].

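The 0 min arrays limit how large a change could have gone unseen. For 10749 of the 11848 probes, or 90.7%, the 95% confidence interval of the mean log2 ratio from limma lay within 1.5-fold in both directions. The intervals are unadjusted per probe. With experiment 4 not turned this held for 10685 probes. With experiment 4 turned it held for 9969 with a dye term, and it held for 9828 without experiment 4. Opposite values cancel in the mean if an array is turned wrongly, so these intervals bound a change only under the direction used. Averaged per gene with experiment 4 turned, InR, ImpL2 and Thor were not bounded in this way. Their means were 0.444, 0.248 and 0.278 in size, with standard errors of 0.174, 0.387 and 0.388. Probes that read no transcript could not be told apart without intensities, and a narrow interval of such a probe bounds nothing. In 20 simulations, noise was drawn with each probe's variance as moderated by limma, which makes the noisiest probes quieter than they were. Each simulation held 200 changed probes of 11848, with changes of 0.585, 1, 1.5 and 2 on the log2 scale mixed. At the study's threshold, limma called 42.9% of those changed by 0.585 and 96.6% of those changed by 1. With fewer large changes the adjustment would be stricter, so these rates do not carry over to such data. The simulated changes were alike on all arrays and read back with their known direction, and probes varied independently. The direction is not settled here, so the rates may overstate what these arrays could find. Since the study's threshold asks for a mean of at least 0.585, many probes changed by just that size miss it by construction. Among genes known from other wounds, 25 members of a list of wound-induced and calcium-responsive transcription genes were measured, and 0 passed when adjusted over the list alone or over all genes. Their mean log2 ratio was 0.0818 in size (limma camera adjusted p = 0.265), and 0.022 with experiment 4 not turned. An unadjusted p under 0.05 from limma was found for 2 of them, grh and Gadd45, and for 1, Mmp2, with experiment 4 not turned. In this list, grh, which encodes the Grainyhead transcription factor of epidermal wounds, had a mean of 0.43 in size (SD 0.324, n = 4 arrays, limma adjusted p = 0.941), and msn, which encodes a kinase upstream of JNK, had one of 0.51 (SD 0.624, n = 4 arrays, limma adjusted p = 0.998). Their means were 0.08 and 0.43 in size with experiment 4 not turned. None of 16 heat shock and chaperone genes passed over the list alone, and their mean was 0.0599 in size, or 0.0296 with experiment 4 not turned, with 1 at an unadjusted p under 0.05 in either case. With experiment 4 turned and without experiment 3, the list passed camera (adjusted p = 0.0166), and not with an estimated correlation. Hsp68 had a mean of 0.21 in size and Hsp27 one of 0.07, and 0.08 and 0.18 with experiment 4 not turned. Of the 22 measured insulin pathway genes, 0 passed over the list alone and 3 had an unadjusted p under 0.05, or 0 with experiment 4 not turned. Their mean was 0.0767 in size, and 0.00127 with experiment 4 not turned. Single arrays moved it, to 0.0144 without experiment 7 and 0.133 without experiment 8, with experiment 4 turned. Ilp4, the insulin-like peptide tested by the paper, had a mean of 0.10 in size (SD 0.574, n = 4 arrays, limma adjusted p = 0.998), and InR, the insulin receptor, had one of 0.44 (SD 0.46, n = 4 arrays, limma adjusted p = 0.998). The means of Ilp4 and InR were 0.19 and 0.20 in size with experiment 4 not turned. The means of Akt and chico, which encode a kinase and an adaptor of that pathway, were 0.03 and 0.02 in size, and 0.05 and 0.04 with experiment 4 not turned. The 38 genes of cytoplasmic ribosomal proteins and the 47 translation factors had means of 0.0354 and 0.0263 in size, with 0 members passing over either list alone and 1 of each at an unadjusted p under 0.05. Both means were lower with experiment 4 not turned, 0.0293 and 0.00651 in size, with 2 and 1 members at an unadjusted p under 0.05. The 34 maternal and germ plasm mRNAs had a mean of 0.0125 in size, also with 0 members passing and 2 at an unadjusted p under 0.05, and with the sign of their median opposite to that of their mean. It was 0.0401 in size with experiment 4 not turned, with 1 member at an unadjusted p under 0.05. Single arrays also moved other means, with experiment 4 turned. That of the heat shock genes was 0.118 without experiment 3 and 0.0202 without experiment 4, and that of the ribosomal proteins was 0.0151 without experiment 3. That of the maternal mRNAs lay between 0.0194 and 0.0308 in size without each array, with its sign reversed without experiment 8. For the wound-induced genes it was 0.0538 without experiment 7. The α-amanitin experiments were not analysed here.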

We do detect alterations in gene expression at subsequent stages in the repair process: we identified 253 genes (out of ~8000 genes assayed) whose expression is significantly up (80 genes) or significantly down (173 genes) following laser wounding. Polymerase rates in the early *Drosophila* embryo were reported to be 1.1–1.5 kb/min, leading to the suggestion that any genes transcribed in the early *Drosophila* embryo prior to the mid-blastula transition must be small with minimal introns due to the rapid (~10 min) cell cycles and limited transcription time [48, 49, 89–95]. Recent studies have revised this rate to 2.4–3.0 kb/min, lowering the size constraints on the zygotic genes that can be successfully transcribed prior to the mid-blastula transition[47]. Therefore, genes up to ~20–25 kb could theoretically be transcribed during the early and rapid *Drosophila* embryo cell cycles. In this case however, the number of mRNA molecules would be likely limited by the lower number of nuclei present and thus copies of DNA.

We find that the average size of transcripts in syncytial *Drosophila* embryos is 2.5 kb, similar to the previously reported size of 2.2 kb (compared to the overall average length of coding genes in *Drosophila* of 6.1 kb) [46, 96]. Genes whose expression goes down during wound repair are, on average, 1.9 kb. It is intriguing that these actively down-regulated genes negatively impact the wound repair process when knocked-down. These genes likely represent RNAs stored in the embryo that are used up during the repair process and not replaced. Alternatively, it is possible that wound repair itself may slightly delay development leading to a subset of zygotically expressed genes whose expression is lagging behind in wounded versus unwounded embryos such that this delayed developmental upregulation is read out as a down-regulation of genes.

Genes whose expression goes up during wound repair are likely to include those encoding cellular components that were expended during the repair process and are being replenished for normal developmental events to proceed. Surprisingly, we find that the up-regulated genes are much larger on average (3.7 kb) than the average sized transcript at that stage (2.5 kb). Given the rapid mitotic divisions (~10 min) and fixed transcription rate during the syncytial embryo stage, it was proposed that long genes are either not transcribed, transcription is aborted, or long transcripts are subject to specific developmental programs that truncate them to allow subsets of their functions [48, 94, 97]. Thus, these larger genes also likely include cellular components that are activated specifically for the repair process. Indeed, this subset of “up-regulated” genes includes genes that are not usually expressed in the syncytial *Drosophila* embryo (e.g., CG43693). Thus, our results suggest that, when wounded, the embryo may be able to activate a transcriptional program that is usually dormant during these stages.

Interestingly, 2 of the top 3 genes whose expression is significantly higher following wounding—ImpL2 and Thor—are components of the Insulin signaling pathway. While it has been shown that defective insulin signaling impairs epithelial (multicellular) wound repair [69–72], our findings lend support to the emerging idea that insulin signaling is also directly required for wound repair within single cells [17, 74]. Using a combination of RNAi knockdowns and GFP reporters, we have shown that all major components of the IIS pathway are involved in cellular wound repair, and upon knockdown, display similar phenotypes, suggesting that in this context the canonical IIS pathway activation occurs in an autocrine-like manner. Previous studies have highlighted the necessity of calcium influx to facilitate vesicle exocytosis and subsequent fusion of the plasma membrane during wound repair [18, 19, 81, 82]. Similarly, this influx has also been shown to modulate insulin secretion in *β*-islet cells via the opening of L-type channels by establishing calcium microdomains along the cortex [98, 99]. Insulin/insulin-like peptides are secreted into the extracellular space where they bind to InR thereby activating the heavily conserved IIS pathway that is known to regulate a number of downstream processes that range from transcription via phosphorylation events on the FOXO family of transcription factors to translation via the regulation of the 4E-binding protein, Thor [71, 100–103]. Recently emerging evidence has also shown that the activated IIS pathway can control actin dynamics through activation of actin regulators including Chickadee (profilin) and Girdin [76–78, 104, 105].

Observation of actin dynamics in mutants for a number of the IIS pathway components show common phenotypes of impaired cytoskeleton dynamics, most notably an immediate over-expansion of the wound leading edge and a transient actin structure forming inside the wound area suggesting that normal wound repair processes are heavily reliant on a functioning IIS pathway. We propose that the initial inrush of calcium generates microdomains that trigger the secretion of the *Drosophila* insulin-like peptide 4 (Ilp4) into the perivitelline space where it recognizes and binds to the extracellular face of the Insulin receptor (Fig 10, steps 1–4). Subsequently, the InR is activated and initiates a signaling cascade that regulates a number of downstream processes, including cytoskeletal dynamics (Fig 10, steps 5–7). Chickadee/profilin binds to actin and affects the formation/remodeling of actin-rich structures [76]. Girdin also binds to actin, as well as the catenin-cadherin complex and the Exo-70 subunit of the exocyst complex, where it has been proposed to coordinate cytoskeleton organization, cell adhesion, membrane trafficking events, and serves as an indicator for poor prognosis with invasive breast cancers [77, 78, 104, 106, 107]. Interestingly, *girdin* and Profilin knockdown embryos exhibit wound repair phenotypes consistent with defects in actin structure assembly/remodeling, actomyosin ring attachment to the overlying plasma membrane, and membrane trafficking. In addition to the genes involved in the IIS pathway, our microarray analyses identified numerous other genes that show phenotypes associated with actin dynamics regulation. For example, Nullo is a known regulator of actin-myosin stability and has been proposed to affect actin-actin and actin-membrane interactions at the cortex, suggesting a role in cortical remodeling during actomyosin ring contraction [62, 63].

**Fig 10:**
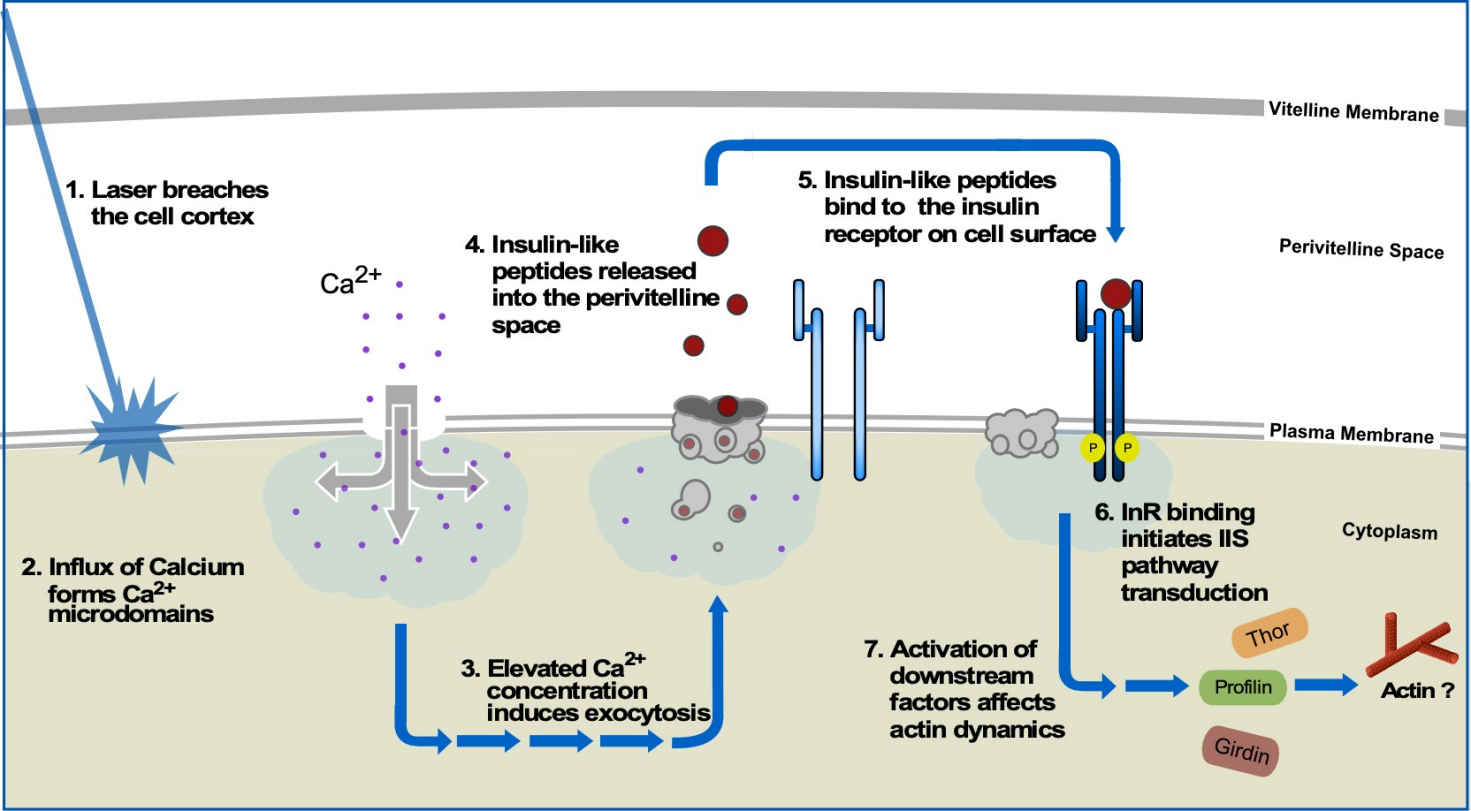
Model for insulin/insulin-like (IIS) pathway function in cell wound repair. Wounding of the cell cortex leads an rush of calcium into the cytoplasm developing locales of increased calcium concentration known as microdomains. To plug the hole, elevated calcium levels initiate exocytotic programs to recruit vescles to the wound area, forming a plug while simultaneously releasing insulin-like peptide 104 (ilp4) into the perivitelline space. Ilp4 is recognized by the insulin receptor (InR) where it binds and activates the IIS pathway. Subsequent phosphorylation events downstream of InR, ultimately activate downstream effectors including the actin remodelers Chickadee and Girdin to repair and restore the cortex back to its normal state.

In summary, our understanding of the mechanisms that trigger cell wound repair remain incomplete, but here we show functional translation is essential for initiating a normal and processive wound repair process, suggesting that the first responders are likely mRNA and protein already present in the cell. While transcription is not immediately necessary in the *Drosophila* cell wound model, it is needed for the repair process. The requirement for insulin signaling in the single cell wound repair context highlights the conservation of repair mechanisms employed. Given its prominence in the single cell, as well as multicellular (tissue), repair pathways, it is not surprising that impaired insulin signaling leads to major wound repair defects in diseases such as diabetes where chronic wounds are symptomatically observed. As many of the top up- and down- regulated genes we identified are evolutionarily conserved genes, but of currently unknown function, the challenge for the future is to determine their roles in normal cellular maintenance and/or development, in addition to their effects in a cell wound repair context, thereby allowing the establishment of a network of cellular processes involved to better aid in treatments of disease involving wound healing impairments, or in disciplines such as regenerative medicine.

## Materials and methods

### Fly stocks and genetics

Flies were cultured and crossed at 25°C on yeast-cornmeal-molasses-malt extract medium. The flies used in this study are listed in S2A Table. RNAi lines were driven using the GAL4-UAS system using the maternally expressed driver, Pmatalpha-GAL-VP16V37. All genetic fly crosses were performed at least twice. All RNAi experiments were performed at least twice from independent genetic crosses and ≥10 embryos were examined unless otherwise noted.

A calcium reporter, sqh-GCaMP6s (spaghetti squash driven, green fluorescent protein-based GECI), was generated by swapping the GCaMP6s cassette from 20XUAS-GCaMP6s (BDSC #42749) into the constitutive pSqh5′+3′UTR vector [27].

An actin reporter, sGMCA (spaghetti squash driven, moesin-alpha-helical-coiled and actin binding site bound to GFP reporter) [55] or the Cherry fluorescent equivalent, sChMCA [23], was used to follow wound repair dynamics of the cortical cytoskeleton.

*wimp* (*RpL140*^*wimp*^) reduces maternal gene expression of a specific subset of genes in the early *Drosophila* embryo [79, 80, 108]. Reduced *chickadee* embryos were obtained from trans-heterozygous females generated by crossing *chickadee*^*221*^ to *RpL140*^*wimp*^.

We attempted InR knockdown in three ways: 1) expressing one shRNA (GL00139) using one maternal-GAL4 driver (BDSC #7063), 2) expressing two shRNAs (HMS03166 and GL00139) using one maternal-GAL4 driver (BDSC #70637063), and 3) expressing one shRNA (GL00139) using one maternal-GAL4 (BDSC #7063) in an *InR*^*05545*^ heterozygous mutant backgrounds. We achieved only 50% knockdown with approach (1), and no eggs were produced by approach (3). We achieved 87% knockdown with approach (2) and this condition was used for the phenotypic analyses included here.

For the MS2-MCP system [50, 51], female virgins maternally expressing MCP-GFP and Histone-RFP were crossed with males expressing 24xMS2 stem loops and lacZ driven by hunchback P2 enhancer and promoter. F1 embryos (MCP-GFP, Histone-RFP/+; 24xMS2-lacZ/+) at NC9-10 stages were used for imaging where the 24xMS2-lacZ mRNA is contributed zygotically.

Localization patterns and mutant analyses were performed at least twice from independent genetic crosses and ≥10 embryos were examined unless otherwise noted. Images representing the average phenotype were selected for figures.

### Controls for RNAi knockdowns

Since the different RNAi lines examined were not all generated in the same genetic background, we used three controls: GAL4 driver+actin reporter (in *w-* background), GAL4 driver+actin reporter+ChFP RNAi (unrelated non-fly RNAi), and GAL4 driver+actin reporter+*vermillion* RNAi (unrelated fly RNAi). We find that there is no difference among these three controls in any of the measured wound repair parameters: fold expansion, contraction rate, ring width, and ring intensity (see S1 Fig). Throughout the paper, the control shown is the driver+reporter (in *w*- background). These embryos are derived from a cross between mothers harboring the maternal GAL4 driver (Pmatalpha-GAL-VP16V37) and an actin reporter (sGMCA) and fathers mutant for the *white* (w^1118^/w^1118^) gene.

### Quantification of mRNA levels in RNAi mutants

To harvest total RNA, 100–150 embryos were collected after a 30 min incubation at 25°C, treated with TRIzol (Invitrogen/Thermo Fisher Scientific) and then with DNase I (Sigma). 1 μg of total RNA and oligo (dT) primers were reverse transcribed using the iScript gDNA Clear cDNA Synthesis Kit (Bio-Rad). RT-PCR was performed using the iTaq Universal SYBR Green Supermix (Bio-Rad) and primers obtained from the Fly Primer Bank listed on S2B Table. We were unable to identify primer sets that would work for qPCR for Geko, Ama, l(3)neo38, danr, and CG4960.

Each gene in question was derived from two individual parent sets and run in two technical replicates on the CFX96 Real Time PCR Detection System (Bio-Rad) for a total of four samples per gene. RpL32 (RP-49) or GAPDH were used as reference genes and the knockdown efficency (%) was obtained using the ΔΔCq calculation method compared to the control (GAL4 only).

### Embryo handling and preparation

NC4-6 embryos were collected for 30 min at 25°C, then harvested at room temperature (22°C). Collected embryos were dechorionated by hand, desiccated for 5 min, mounted onto No. 1.5 coverslips coated with glue, and covered with Series 700 halocarbon oil (Halocarbon Products Corp.) as previously described [23].

### Drug injections

Pharmacological inhibitors were injected into NC4-6 staged *Drosophila* embryos, incubated at room temperature (22°C) for 5 min, and then subjected to laser wounding. The following inhibitors were used: BAPTA (50 mM; Invitrogen); α-amanitin (1 mg/ml; Sigma-Aldrich); puromycin (10 mg/ml; Sigma-Aldrich); and cycloheximide (1 mg/ml; Sigma-Aldrich). The inhibitors were prepared in injection buffer (5 mM KCl, 0.1 mM NaP pH6.8). Injection buffer alone was used as the control. BAPTA was injected into either the perivitelline space (extracellular) or the embryo (intracellular). We were unable to assess calcium dynamics following BAPTA injection simultaneously into the extra- and intra-cellular spaces, as this led to the immediate death of the injected embryos.

### Laser wounding

All wounds were generated with a pulsed nitrogen N2 micropoint laser (Andor Technology Ltd.) set to 435nm and focused at the lateral surface of the embryo. A circular targeted region of 16x15.5 μm was selected along the lateral midsection of the embryo, and ablation was controlled by MetaMorph software (Molecular Devices). Average ablation time was less than 3 seconds and time-lapse image acquisition was initiated immediately after ablation. Upon ablation, a grid-like pattern is sometimes observed (fluorescent dots within the wound area), as a result of the laser scoring the vitelline membrane that envelops the embryo. This vitelline membrane scoring has no effect on wound repair dynamics.

### Immunostaining of wounded embryos

Embryos (1–2 min post-wounding) were fixed in formaldehyde saturated heptane for 40 min. The vitelline membrane was removed by hand and the embryos were then washed 3 times with PAT [1x PBS, 0.1% Tween-20, 1% bovine serum albumin (BSA), 0.05% azide], then blocked in PAT for 2h at 4°C. Embryos were incubated with mouse anti-chickadee antibody (chi 1J; 1:10; Developmental Studies Hybridoma Bank) and guinea pig anti-Girdin antibody (1:500; provided by Patrick Laprise) [104] and for 24h at 4°C. Embryos were then washed 3 times with XNS (1x PBS, 0.1% Tween-20, 0.1% BSA, 4% normal goat serum) for 40 min each. Embryos were incubated with Alexa Fluor 568- and Alexa Fluor 633- conjugated secondary antibodies (1:1000; Invitrogen) overnight at 4°C. Embryos were washed with PTW (1x PBS, 0.1% Tween- 20), incubated with Alexa Fluor 488-conjugated Phalloidin at 0.005 units/μl (Molecular Probes/Invitrogen, Rockford, IL) at room temperature for 1 h, washed with PTW, and then imaged.

### Live image acquisition

All imaging was done using a Revolution WD systems (Andor Technology Ltd.) mounted on a Leica DMi8 (Leica Microsystems Inc.) with a 63x/1.4 NA objective lens under the control of MetaMorph software (Molecular devices). Images were acquired using a 488 nm, 561 nm, and 633 nm Lasers and Andor iXon Ultra 897 EMCCD camera (Andor Technology Ltd.). All time-lapse images were acquired with 17–20 μm stacks/0.25 μm steps. For GCaMP6s imaging, images were acquired every 15 sec for 5 min and then every 60 sec for 25 min. For single color, images were acquired every 30 sec for 15 min and then every 60 sec for 25 min. For dual green and red colors, images were acquired every 45 sec for 30–40 min.

### Image processing, analysis, and quanitification

Image processing was performed using FIJI software [109]. Kymographs were generated using the crop feature to select ROIs of 5.3 x 94.9 μm. To generate fluorescent profile plots by R, 10 pixel sections across the wound from a single embryo were generated using Fiji as we described previously [52]. For dynamic lineplots, we generated fluorescent profile plots from each timepoint and then concatenated them. The lines represent the averaged fluorescent intensity and gray area is the 95% confidence interval. Line profiles from the left to right correspond to the top to bottom of the images unless otherwise noted. Wound area was manually measured using Fiji and the values were imported into Prism 8.2.1 (GraphPad Software Inc.) to construct corresponding graphs. Figures were assembled in Canvas Draw 6 for Mac (Canvas GFX, Inc.).

Quantification of the width and average intensity of actin ring, wound expansion, and closure rate was performed as follows: the width of actin ring was calculated with two measurement, the ferret diameters of the outer and inner edge of actin ring at 120 sec post-wounding. Using these measurements, the width of actin ring was calculated with (outer ferret diameter–inner ferret dimeter)/2. The average intensity of actin ring was calculated with two measurement. Instead of measuring ferret diameters, we measured area and integrated intensity in same regions as described in ring width. Using these measurements, the average intensity in the actin ring was calculated with (outer integrated intensity—inner integrated intensity)/(outer area—inner area). To calculate relative intensity for unwounded (UW) time point, average intensity at UW was measured with 50x50 pixels at the center of embryos and then averaged intensity of actin ring at each timepoint was divided by average intensity of UW. Wound expansion was calculated with max wound area/initial wound size. Contraction rate was calculated with two time points, one is t_max_ that is the time of reaching maximum wound area, the other is t<half that is the time of reaching 50–35% size of max wound since the slope of wound area curve changes after t<half. Using these time points, average speed was calculated with (wound area at t_max_−wound area at t<half)/t_max_-t<half. To quantify the level of PIP3-GFP in the actin ring, we used the same method for the measurement of averaged actin ring intensity at 135 sec post-wounding image. Generation of all graphs and student’s t test were performed with Prism 8.2.1 (GraphPad Software Inc.).

### Microarray preparation and processing

Expression profiles were obtained using the FHCRC Fly 12k spotted array (GEO platform, GPL 1908). Embryos, prepared for wounding, were either wounded 8 times or left unwounded, then collected for total RNA extraction. Sample labeling and hybridization protocols were performed as described by Fazzio et al [110]. Specifically, cDNA targets were generated from total RNA using a standard amino-allyl labelling protocol where 30 ug of total RNA from each wounding condition (wounded vs non-wounded) were coupled to either Cy3 or Cy5 fluorophores. Targets were co-hybridized to microarrays for 16 hours at 63C and sequentially washed at room temperature (22C) in: 1 x SSC and 0.03% SDS for 2 mins, 1 x SSC for 2 mins, 0.2 x SSC with agitation for 20 mins, and 0.05 x SSC with agitation for 10 mins. Arrays were immediately centrifuged until dry and scanned using a GenePix 4000B scanner (Molecular Devices, Sunnyvale, CA). Image analysis was performed using GenePix Pro 6.0.

### Microarray analysis

Wounded and non-wounded samples were independently replicated 4 times each at the 0 min and 30 min time point. For each array, spot intensity signals were filtered and removed if the values did not exceed 3 standard deviations above the background signal, if the background subtracted signal was <100 in both channels, or if a spot was flagged as questionable by the GenePix Pro Software. Spot-levels ratios were log_2_ transformed and loess normalized using the Bioconductor package *limma* [111]. Differential gene expression between wounded and non-wounded states was determined using the Bioconductor package *limma*, and a false discovery rate (FDR) method was used to correct for multiple testing [112]. Significant differential gene expression was defined as |log_2_ (ratio)| ≥ 0.585 (± 1.5-fold) with FDR set to 5%. Gene ontology enrichment scores were determined using DAVID with significance based on EASE scores corrected for multiple testing [113, 114]. The microarray datasets are available at GEO (NCBI Gene Expression Omnibus) under accession numbers: GSE39481, GSE39482, and GSE39483.

### TAD analysis

Genes were mapped to previously described TADs [45]. A TAD by up/down regulated gene versus unaffected gene expressed on the microarray contigency table was assembled. Fisher’s exact test of independence was used to test the null hypothesis that porportion of differentially expressed genes was different per TAD.

### Gene size analysis

Gene size was determined as the size of the largest expressed transcript per gene (dm5.43 build) expressed on the arrays. The median plus 95% CI was determined using the bootstrap procedure and 1000 iterations.

### Statistical analysis

All statistical analysis was done using Prism 8.2.1 (GraphPad, San Diego, CA). Gene knockdowns were compared to the appropriate control, and statistical significance was calculated using a Student’s t-test with p<0.05 considered significant. For comparing control lines, a one way ANOVA was performed and all three pair-wise combinations were compared.

## Supporting information

S1 Table Changes in gene expression at 30 minutes post-wounding. List of all 7977 genes present on the microarray with their fold changes in expression at 30 minutes post-wounding. Upregulated genes are highlighted in green; down-regulated genes are highlighted im red.
(XLSX)

S2 Table Flies and Primers used in this study. (**A**) Flies used in this study. (**B**) Primers used for q-PCR in this study.
(XLSX)

S3 Table Source Data. Numerical data for graphs in Figs 2–9, S1 Fig, S2 Fig, and S3 Fig.
(XLSX)

S1 Fig Controls for RNAi knockdowns. (**A**-**B**’) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw from Drosophila NC4-6 embryos co-expressing sGMCA with UAS-RNAi for CherryFP (A-A’) and Vermilion (B-B’) during cell wound repair. (**C**) Quantification of wound area over time for driver only (sGMCA, 7063/+), mCherry RNAi (sGMCA, 7063/Cherry RNAi), and vermilion RNAi (sGMCA, 7063/Vermilion RNAi). (**D**-**G**) Quantification of wound expansion (D), contraction rate (E), actin ring intensity (F), and actin ring width (G) in driver only, mCherry RNAi, and Vermilion RNAi. n ≥ 10. One way ANOVA was performed and all three pair-wise combinations were compared (driver vs mCherry RNAi, driver vs vermilion RNAi, and mCherry RNAi vs vermilion RNAi). ns = not significant. See S3 Table for numerical data.
(TIF)

S2 Fig Knockdown of up-regulated genes results in wound over-expansion and abnormal actin dynamics. (**A-H**) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw from *Drosophila* NC4-6 embryos coexpressing sGMCA and a UAS-RNAi transgene during cell wound repair for Geko^RNAi^/+; sGMCA, 7063/+ (A), CG43693^RNAi^/+; sGMCA, 7063/+ (B), Dpn^RNAi^/+; sGMCA, 7063/+ (C), Link^RNAi^/sGMCA, 7063 (D), Ama^RNAi^/sGMCA, 7063 (E), l(3)neo38^RNAi^/sGMCA, 7063 (F), Danr^RNAi^/sGMCA, 7063 (G) and Dtg^RNAi^/sGMCA, 7063 (H). (**A’-H’**) XY kymographs across the wound areas depicted in (A-H), respectively. Note wound overexpansion (yellow arrows); internal actin accumulation (yellow arrowhead), and remodeling defect/open wound (red arrowhead). (**I-P**) Quantification of wound area over time for (A-H’), respectively. (**Q**) Quantification of RNAi efficiencies for each RNAi mutant background (2 biological and 2 technical replicates were performed). Error bars represent ± SEM; n ≥ 10. See S3 Table for numerical data. Scale bars: 20 μm.
(TIF)

S3 Fig Knockdown of down-regulated genes results in wound over-expansion and abnormal actin dynamics. (**A-I**) Confocal XY projections of actin dynamics at 1, 3, 10, and 15 mpw from *Drosophila* NC4-6 embryos coexpressing sGMCA and a UAS-RNAi transgene during cell wound repair for CG3652^RNAi^/+; sGMCA, 7063/+ (A), NacAlpha ^RNAi^/+; sGMCA, 7063/+ (B), Pex11^RNAi^/+; sGMCA, 7063/+ (C), Cyp6a19^RNAi^/sGMCA, 7063 (D), Cyp6a9^RNAi^/sGMCA, 7063 (E), ReepB^RNAi^/sGMCA, 7063 (F), P32^RNAi^/sGMCA, 7063 (G), RpL23^RNAi^/sGMCA, 7063 (H), and CG145453^RNAi^/sGMCA, 7063 (I). (**A’-I’**) XY kymographs across the wound areas depicted in (A-I), respectively. Note wound overexpansion (yellow arrows); internal actin accumulation (yellow arrowhead), and remodeling defect/open wound (red arrowhead). (**J-R**) Quantification of wound area over time for (A-I’), respectively. Error bars represent ± SEM; n ≥ 10. See S3 Table for numerical data. Scale bars: 20 μm.
(TIF)

S1 Video Both intracellular and extracellular calcium sources contribute to the robust calcium response observed upon wounding in the *Drosophila* cell wound model. (A-D) Time-lapse confocal xy images from Drosophila NC4-6 staged embryos expressing GCaMP6s: control (no injection) (A), buffer injection (D), extracellular BAPTA injection (C), and intracellular BAPTA injection (D). Dynamic smoothened fluorescence intensity profiles (arbitrary units) derived from averaged fluorescence intensity values over a 10 pixel width across the wound area in each timepoint are shown below the image. Gray area represents the 95% CI. Time post-wounding is indicated. UW: unwounded.
(AVI)

S2 Video Translation and transcription are needed for different aspects of cell wound repair. (A-D) Time-lapse confocal xy images from Drosophila NC4-6 staged embryos expressing an actin marker (sGMCA): control (buffer only) (A), alpha-amanitin injected (D), puromycin injected (C), and cycloheximide injected (D). Dynamic smoothened fluorescence intensity profiles (arbitrary units) derived from averaged fluorescence intensity values over a 10 pixel width across the wound area in each timepoint are shown below the image. Gray area represents the 95% CI. Time post-wounding is indicated. UW: unwounded.
(AVI)

S3 Video Knockdown of up-regulated genes results in wound over-expansion and abnormal actin dynamics. (A-H) Time-lapse confocal xy images from Drosophila NC4-6 staged embryos expressing an actin marker (sGMCA): control (w^1118^/+; sGMCA, 7063/+) (A), ImpL2^RNAi^/+; sGMCA, 7063/+ (B), EGFR^RNAi^/+; sGMCA, 7063/+ (C), Gp150^RNAi^/sGMCA, 7063 (D), Inx3^RNAi^/sGMCA, 7063 (E), Thor^RNAi^/sGMCA, 7063 (F), Jbug^RNAi^/sGMCA, 7063 (G), Nullo^RNAi^/sGMCA, 7063 (H). Dynamic smoothened fluorescence intensity profiles (arbitrary units) derived from averaged fluorescence intensity values over a 10 pixel width across the wound area in each timepoint are shown below the image. Gray area represents the 95% CI. Time post-wounding is indicated. UW: unwounded.
(AVI)

S4 Video Knockdown of down-regulated genes results in wound over-expansion and abnormal actin dynamics. (A-G) Time-lapse confocal xy images from Drosophila NC4-6 staged embryos expressing an actin marker (sGMCA): CG31075^RNAi^/+; sGMCA, 7063/+ (A), GstD1^RNAi^/+; sGMCA, 7063/+ (B), dhd^RNAi^/+; sGMCA, 7063/+ (C), Exu^RNAi^/+; sGMCA, 7063/+ (D), CG4960^RNAi^/+; sGMCA, 7063/+ (E), GstD2^RNAi^/+; sGMCA, 7063/+ (F), CG1598^RNAi^/+; sGMCA, 7063/+ (G). Dynamic smoothened fluorescence intensity profiles (arbitrary units) derived from averaged fluorescence intensity values over a 10 pixel width across the wound area in each timepoint are shown below the image. Gray area represents the 95% CI. Time post-wounding is indicated. UW: unwounded.
(AVI)

S5 Video Actin dynamics of IIS pathway mutants. (A-I) Time-lapse confocal xy images from Drosophila NC4-6 staged embryos expressing an actin marker (sGMCA): *insulin-like peptide 4*^*1*^ (*Ilp4*^*1*^; A), InR^RNAi(1)^/+; InR^RNAi(2)^/sGMCA, 7063 (B), Chico^RNAi^/sGMCA, 7063 (C), Pi3K21B^RNAi^/sGMCA, 7063 (D), Akt1^RNAi^/sGMCA, 7063 (E), FoxO^RNAi^/sGMCA, 7063 (F), Reptor^RNAi^/sGMCA, 7063 (G), Girdin^RNAi^/+; sGMCA, 7063/+ (H), and sGMCA; *chickadee*^*221*^/+ sGMCA, *wimp*/+ (reduced chickadee) (I). Dynamic smoothened fluorescence intensity profiles (arbitrary units) derived from averaged fluorescence intensity values over a 10 pixel width across the wound area in each timepoint are shown below the image. Gray area represents the 95% CI. Time post-wounding is indicated. UW: unwounded.
(AVI)

How the deposited data were processed for this re-analysis (not part of the article)

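The data are 4 two-colour arrays of Drosophila embryos at 0 min after laser wounding, each comparing a wounded with an unwounded sample. The arrays are experiments 3, 4, 7 and 8, mapped from the sample labels, and they are taken as replicates 1, 2, 3 and 4 of 1 condition. The series record and the methods call the experiments independent but name no separate cultures or cages, so p-values measure the spread between these samples. The 30 min arrays were not analysed here.

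The authors scanned the arrays with a GenePix scanner, analysed the images with GenePix Pro 6.0 and deposited log2 ratios, loess normalized within each array in limma, whose version is not given in the sources used here. The methods also remove spots that are dim or flagged, and whether this was applied to the deposited log2 ratios is not known. Of 12144 spots, 11835 have a value on all 4 arrays and 103 on none. Of 128 spots of plant genes, 14 have a value on all 4 arrays and 51 on none, against 11789 and 52 of 11984 probes, so the rate of missing values is higher where little signal should be. No intensities come with the values, so dim spots could not be told from bright ones. The scale and centring fit log2 ratios with medians of -0.0299, 0.0054, -0.0033 and -0.0132 in experiments 3, 4, 7 and 8.

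The direction of the ratio stays unknown. By the labels the wounded sample carries Cy5 only in experiment 4, whereas Fig 2A draws it with Cy5. The rule compared the lowest and highest mean over probes under 4 readings with the ends of Fig 2B, and took another reading than Cy5 over Cy3 only if it came closer by at least 0.1. The summed differences were 1.95 for Cy5 over Cy3 and for Cy3 over Cy5. They were 3.5 for both readings in which the ratio is already turned to the conditions. Where both ends lie beyond those of the figure, reversing the ratio cannot change the sum. The tie of each reading with its reverse was therefore fixed by arithmetic and says nothing about direction. The rule left direction unsettled and kept Cy5 over Cy3, with experiment 4 given the opposite sign from the others. After the values and both fits had been seen, 8 isolated points of Fig 2B were also matched to probes, within 0.05 in log2 ratio and 0.1 in -log10 p. The numbers matched were 5 for Cy5 over Cy3, 3 for Cy3 over Cy5, 6 for wounded over unwounded and 5 for unwounded over wounded, which settles nothing. The values of lists, and of most genes whose size or call depends on it, are therefore also given with experiment 4 not turned. Over probes, the Pearson correlations of the deposited ratios were 0.066 between experiments 3 and 4, 0.30 between 3 and 7, -0.012 between 3 and 8, -0.13 between 4 and 7, -0.14 between 4 and 8, and -0.27 between 7 and 8. Probes are not independent replicates.

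From these values, 160 control spots (128 of plant genes and 32 of genomic DNA) were left out. Of 11984 remaining probes, 10076 had 1 gene, 625 had several and 1284 had none listed, and 1 probe with several genes also counts among those with 1, since S1 Table names it. Genes came from the platform annotation, with 9746 symbols updated through the RefSeq table of Release 6 and 171 kept as given. A further 159 probes were named by the clone and gene pairs of S1 Table, of which 1998 of the paper's 7977 genes were held here, so names are more often filled for genes near the top of that table. No overlap or enrichment was run on that table. The 11848 probes with a value on at least 3 arrays were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no dye term, Benjamini-Hochberg adjustment), at an adjusted p under 0.05 and an absolute mean log2 ratio of at least 0.585. For lists, the probes of a gene were averaged per array, which left 8390 genes, and the lists were tested with camera at a preset correlation of 0.01, adjusted over 15 lists, with camera at an estimated correlation and fry beside it. fry asks whether a list moves, on balance, one way, and does not compare it with other genes. Means given in size are absolute values of the mean over arrays.

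The gene lists, the rule on direction, the tests and the rule for named genes were fixed before the data were examined, after the paper's 30 min values had been seen. The rule takes the genes of Table 1, the insulin pathway genes tested by the paper, the 10 probes with the smallest p, the 5 highest and 5 lowest means among probes of one sign on all 4 arrays and among all probes, and the 2 highest and 2 lowest members of each list. GstD2 has no probe of its own here, since it shares a clone with GstD1. Genes of one clone family can cross-hybridise.

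The tests were checked on simulated data with known changes. In 20 simulations of the 11848 probes, with 200 changed in each, the test called 99.0% of probes changed by 1.5 and 99.8% of those changed by 2 on the log2 scale, with 6.1 unchanged probes called on average per simulation. The simulated probes vary independently and their direction was known, whereas real genes move together and the direction here is not settled. A shift of 0.5 was called by camera in 20 of 20 simulated lists.

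The alternatives were the minimum number of arrays, the centring, scale and quantile normalization of the arrays, the turning of experiment 4, a dye term, robust moderation, array weights, experiments 3 and 4 averaged, genes in place of probes, treat, a false discovery rate of 10%, each array left out, and the other tests of lists. After the data were seen, each array was also left out with experiment 4 not turned, and that reading was combined with genes in place of probes and with the false discovery rate of 10%. The list of oxidative stress was also tested without Prx6b and Prx6c. Agreement with the study's figure was not used to choose among them apart from the rule on direction.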

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

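The tests of explanations in this part were chosen after the values were seen. With experiment 4 turned, 100 lists and genes with a value on all 4 arrays were searched for 1 array far from the others, by the gap to its neighbour over the whole range (Dixon's test), and 6 stood out, where chance gives 5. The deposited log2 ratio of Prx6c was 3.23 and that of Prx6b 3.25 in experiment 4, against 0.08 or less in size on the other arrays apart from -0.18 for Prx6c in experiment 7. Both encode closely related peroxiredoxins, so their spots are not 2 independent readings. Ilp2, an insulin-like peptide gene, had -0.65 in experiment 3. dpp, a TGF-beta ligand gene, had -0.00466 in experiment 7. RpL29, a ribosomal protein gene, had -0.16 in experiment 4. Yp1 had 0.12 in experiment 8, where spot RH64745 has no value. This is the value of spot RH64745_ReAmp alone, and the gap follows from the missing spot. The calls of Ilp2, dpp, RpL29 and Yp1 rest on the turning of experiment 4, and the search was not run without it. The means of these genes were 0.307, 0.349, 0.21 and 0.404 in size, and 0.236, 0.141, 0.291 and 0.129 with experiment 4 not turned.

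Probes beyond 1.5-fold in the mean numbered 139 of 11848, or 1.17% (118 with experiment 4 not turned), against 3 of 30 plant control spots, or 10.0% (Fisher's exact test, two-sided, p = 0.00536, and 4 of 30 with p = 0.000236 with experiment 4 not turned). Spots of plant genes should bind little fly RNA, and their standard deviation was 0.67 to 1.16 across arrays against 0.267 to 0.362 for probes and 0.12 to 0.139 for spots of genomic DNA. Dim spots with noisy ratios are therefore a candidate source of part of the large means. Only 30 of 128 plant spots had values on at least 3 arrays, and no probe could be shown to be dim here. The plant spots repeat a few plant genes and are not independent, so the p-values of Fisher's exact test may be too small.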

How the results depend on the processing

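Counts and adjusted p-values were compared under the alternatives named with the methods. A list or gene below the threshold in both settings was counted as the same whatever its sign, and a count as the same within 1.5 times. At the study's limits, no named gene changed its side except Tmtc2 and clone RH64142, over probes with a value on all 4 arrays. The cause of each change below was not tested unless given. The study's threshold passed 0 probes with experiment 4 turned or not, and 0 under every other setting except 2 over probes with a value on all 4 arrays (smallest adjusted p 0.0488, with the same 2 at the adjusted p alone) and 3 at a false discovery rate of 10%, with clone LP11568 of Pld added (0 with experiment 4 not turned). Leaving out each array gave 0 in each case. The count at an unadjusted p under 0.05 was 352 with experiment 4 not turned and 404 of 8390 genes with probes averaged, which leaves fewer features, and 62 genes lay beyond 1.5-fold. With experiment 4 not turned these were 209 and 56 genes, a combination added after the data were seen. With experiment 4 turned, leaving out each array gave 485 to 834 probes at an unadjusted p under 0.05 and 119 to 190 beyond 1.5-fold. With experiment 4 not turned, added after the data were seen, it gave 141 to 759 probes at an unadjusted p under 0.05. No list passed camera with an estimated correlation or fry under any of 15 settings (smallest adjusted p 0.673 and 0.456). With the preset correlation and experiment 4 not turned, the adjusted p was 0.00311 for the genes down-regulated at 30 min, 5.92e-05 for early zygotic genes, 1.22e-05 for oxidative stress and 5.92e-05 for glycolysis. With array weights it was 0.036 for the genes down-regulated at 30 min. With a dye term it was 0.0328 for genes of differentiated tissues, with the sign of the mean reversed. Leaving out each array in turn, adjusted p ranged from 4.03e-05 to 0.752 for the genes up-regulated at 30 min, from 7.42e-08 to 0.763 for those down-regulated, from 4.42e-06 to 0.701 for early zygotic genes, from 0.0166 to 0.806 for heat shock genes, from 0.00824 to 0.999 for oxidative stress, from 0.011 to 0.398 for glycolysis and from 0.0149 to 0.991 for genes of differentiated tissues. Among the lists that passed, the mean of the genes up-regulated at 30 min and of the early zygotic genes reversed without experiment 7 (0.00462 and 0.000643). That of differentiated tissues reversed without experiment 3 (0.0149). Means of lists that did not pass reversed too, such as that of the genes down-regulated at 30 min without experiment 7 (camera adjusted p = 0.459). With experiment 4 not turned, a setting added after the data were seen, leaving out each array gave 5.85e-05 to 0.823 for the genes up-regulated and 5.39e-12 to 0.917 for the genes down-regulated at 30 min, both with a reversed mean without experiment 7 (0.000119 and 0.917), and neither passed with an estimated correlation. Other lists that passed under this setting are given with the results at 0 min. For the direction of the deposited values, the summed difference from the ends of Fig 2B was 3.5 with experiment 4 turned the other way, 1.83 over probes on all 4 arrays, 3.29 over at least 2 arrays, 2.16 with scaled arrays and 1.88 to 4.05 without each array. Other comparisons of counts and lists, 301 in all, and 1597 of single genes, probes and added settings kept their side. Signal over background limits single probes in a way that cannot be measured here.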

Differences from the paper's values

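The lowest mean log2 ratio over probes was -1.74, beside about -0.8 in Fig 2B, read by eye, and the highest was 2.31, beside about 1.3 in the same figure. These are for Cy5 over Cy3, and for Cy3 over Cy5 they were -2.31 and 1.74, of which the highest is within 1.5 times of the figure. With experiment 4 turned the other way they were -1.99 and 3.61, or -3.61 and 1.99 with the ratio reversed. For Cy5 over Cy3, of the alternatives set before the data were examined, averaging probes per gene brought the highest within 1.5 times of the figure, at 1.76, and the lowest was then -1.34. The others did not: the lowest ran from -2.49 to -1.43 and the highest from 2.19 to 4.52. With the ratio reversed under each setting, a comparison chosen after the values were seen, the highest was within 1.5 times of the figure under 13 of 16 settings and the lowest, from -4.52 to -1.76, under 0. The highest -log10 p was 5.16, beside about 2.5 in Fig 2B. It was 3.62 with experiment 4 turned the other way, which is within 1.5 times of the figure, and from 4.21 to 5.23 under the others set before the data were examined. With both experiment 4 turned the other way and probes averaged per gene, chosen after the values were seen, it was 2.79, with a lowest mean of -1.27 and a highest of 3.61. The paper finds no significant change at 0 min, and at its thresholds 0 probes passed here, except 2 when probes were limited to those with a value on all 4 arrays, an alternative set before the data were examined, and 3 at a false discovery rate of 10% (0 with experiment 4 turned the other way). The paper's removal of dim and questionable spots could not be repeated here.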

Other observations

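The tests of explanations in this part, the correlations over the genes of Table 1 and the percentiles among random lists were chosen after the values were seen. Without a dye term, neither list of other cell types passed camera on all 4 arrays, with experiment 4 turned or not. With a dye term, the genes of differentiated tissues passed (adjusted p = 0.0328), and not with an estimated correlation. The 5 measured genes of follicle cells and eggshell had a mean log2 ratio of 0.206 in size (limma camera adjusted p = 0.265) and the 31 measured genes of differentiated tissues of older animals one of 0.0104 (adjusted p = 0.265). Their means with experiment 4 not turned were 0.0681 and 0.131 in size (adjusted p = 0.982 and 0.0797). The mean of the follicle cell list leans on fs(1)N, with a deposited ratio of 2.11 in experiment 4, and was 0.0922 without experiment 4. It was 0.111 over probes with a value on all 4 arrays, which leaves out spot RH64745 of Yp1. In experiment 3, the muscle myosin light chain gene Mlc2 had a deposited ratio of 3.46 and Tm2, a tropomyosin gene that the list of the actin cytoskeleton also holds, one of 1.98. With experiment 4 turned and without experiment 3, the list of differentiated tissues passed camera (adjusted p = 0.0149), and not with an estimated correlation (adjusted p = 0.799). On all 4 arrays, with experiment 4 turned, its mean and median had opposite signs, as did those of the innate immune genes. The 24 measured innate immune genes had a mean of 0.0275 in size (adjusted p = 0.667), and of 0.00402 with experiment 4 not turned.

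The arrays of the immediate timepoint differed along the changes that the paper reports at 30 min. Over the 31 measured genes of Table 1, the paper's 30 min values had a Pearson correlation of -0.96 with the deposited ratios in experiment 7 and 0.92 in experiment 8, arrays with the same dyes, and of -0.70 in experiment 3 and -0.049 in experiment 4. The Spearman correlations were -0.8 in experiment 7, 0.75 in experiment 8, -0.55 in experiment 3 and -0.19 in experiment 4. These correlations are across genes, which are not independent replicates, and the genes were picked for large changes at 30 min. They form an up and a down group with none between, so a high value can come from the gap between these groups alone. The median of the up-regulated genes lay below that of all 10000 random lists of the same size in experiment 7 and above all in experiment 8. With the labels as given, a response to wounding shared by all arrays would put these genes on one side in experiments 7 and 8, whereas their means lay on opposite sides, 1.50 apart on the log2 scale. That difference is the pattern itself and not a separate test. A response shared by experiments 3, 7 and 8 stays open as long as an exchange of channels does. In experiment 4 the up- and down-regulated genes had medians of -0.022 and 0.0333. These were at percentiles 34.65 and 71.63, within the middle 95% of random lists. Whatever the labels of experiment 8, no shift of either median was thus detected in experiment 4. On 1 array this does not show that there was no response. Wounded and unwounded pools of different age may account for the pattern. The median of 55 early zygotic genes outside Table 1 was -0.54 in experiment 7 and 0.32 in experiment 8, a difference of 0.854. Each lay beyond the middle 95% of 10000 random lists. These genes move together (estimated correlation 0.52 for the early zygotic list), and random lists do not. A shift common to them can therefore leave that range whatever its cause, so these medians do not single out age. The maternal mRNAs did not mirror the early zygotic genes in experiments 7 and 8. Their medians were -0.0651 and -0.0266 at percentiles 3.85 and 36.87, within the middle 95%. In experiment 3 they did, with a median of 0.0827 at percentile 99.78, against -0.149 at percentile 0 for the 55 early zygotic genes. An exchange of channels in the labels of experiment 8 stays open, because with it turned the up-regulated genes would lie on one side in experiments 3, 7 and 8, but their median in experiment 3 is at percentile 3.71, within the middle 95%. The down-regulated genes would also lie on one side, with medians at percentile 100 in experiments 3 and 7 and 0 in experiment 8 as deposited, each beyond the middle 95%. Against an exchange, the series record names 1 experiment as the dye swap, which by the labels is experiment 4, whereas an exchange would leave experiment 8 swapped as well. This test replaced another after its value had been seen: the Pearson correlation of experiments 3 and 8 over probes was -0.012, which by the limit first set would have spoken against an exchange, but arrays with no shared change need not correlate. No age of a pool is known here, and the 30 min arrays were not analysed, so the hypothesis that part of the 30 min changes follows the age of the pools was not tested.

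Other sign patterns of the 4 arrays were fitted as a check. With 8 patterns no share under 0.05 is possible. At the study's threshold the pattern of the labels passed 0 probes and the highest other 0. Beside a count of 0, all 8 patterns give as many whatever the data, so this says nothing about chance. At an unadjusted p under 0.05 the pattern of the labels, read as Cy5 over Cy3, gave 696, and 3 of 8 patterns gave as many. The highest other was 1219, the pattern with experiment 8 turned against the others. The pattern with experiment 4 not turned gave 352, a count that most of the 8 patterns reached.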
